# The transcription factor Rreb1 regulates epithelial architecture, invasiveness, and vasculogenesis in early mouse embryos

**DOI:** 10.7554/eLife.64811

**Published:** 2021-04-30

**Authors:** Sophie M Morgani, Jie Su, Jennifer Nichols, Joan Massagué, Anna-Katerina Hadjantonakis

**Keywords:** Rreb1, development, epithelium, gastrulation, cardiovascular development, invasion, Mouse

## Abstract

Ras-responsive element-binding protein 1 (Rreb1) is a zinc-finger transcription factor acting downstream of RAS signaling. *Rreb1* has been implicated in cancer and Noonan-like RASopathies. However, little is known about its role in mammalian non-disease states. Here, we show that Rreb1 is essential for mouse embryonic development. Loss of *Rreb1* led to a reduction in the expression of vasculogenic factors, cardiovascular defects, and embryonic lethality. During gastrulation, the absence of *Rreb1* also resulted in the upregulation of cytoskeleton-associated genes, a change in the organization of F-ACTIN and adherens junctions within the pluripotent epiblast, and perturbed epithelial architecture. Moreover, *Rreb1* mutant cells ectopically exited the epiblast epithelium through the underlying basement membrane, paralleling cell behaviors observed during metastasis. Thus, disentangling the function of Rreb1 in development should shed light on its role in cancer and other diseases involving loss of epithelial integrity.

## Introduction

Ras-responsive element-binding protein 1 (RREB1) is a zinc-finger transcription factor that acts downstream of RAS (Thiagalingam et al., 1996). It is evolutionarily conserved (Ming et al., 2013), widely expressed (Fujimoto-Nishiyama et al., 1997), can function both as a transcriptional repressor and activator (Deng et al., 2020), and interacts with several signaling pathways, including EGFR/MAPK (Kim et al., 2020) and JNK/MAPK (Melani et al., 2008; Reed et al., 2001), which regulate RREB1 through phosphorylation, and JAK/STAT (Melani et al., 2008), TGF-β/SMAD (Su et al., 2020), Notch, and Sonic Hedgehog (Sun and Deng, 2007), which cooperate with RREB1 in transcriptional regulation. These properties suggest that RREB1 plays key contextual biological roles.

In humans, Rreb1 acts as a transcriptional repressor of HLA-G, a secreted factor that mediates vascular remodeling and tumor cell immune evasion (Flajollet et al., 2009; Liu et al., 2020). Moreover, mutation or altered expression of Rreb1 has been linked to leukemia (Yao et al., 2019), melanoma (Ferrara and De Vanna, 2016), thyroid (Thiagalingam et al., 1996), and prostate (Mukhopadhyay et al., 2007) cancers, as well as pancreatic and colorectal cancer metastasis (Cancer Genome Atlas Research Network. Electronic address and Cancer Genome Atlas Research Network, 2017; Hui et al., 2019; Kent et al., 2017; Li et al., 2018). Additionally, loss of a single allele of *Rreb1* causes Noonan-like RASopathies in adult mice, including craniofacial and cardiovascular defects (Kent et al., 2020). Thus, unraveling the varied roles of Rreb1 is of critical importance to understand its mechanism of action in disease states.

Nevertheless, we currently know little about the function of mammalian Rreb1 in normal, non-disease states. In *Drosophila*, the homolog of Rreb1, *Hindsight* (hnt, also known as *pebbled*), is required for embryonic development (Wieschaus et al., 1984) where it regulates cell-cell adhesion and collective migration in various contexts, including trachea and retinal formation, border cell migration, and germ-band retraction (Melani et al., 2008; Pickup et al., 2002; Wilk et al., 2000). We recently reported that chimeric mouse embryos containing *Rreb1* mutant cells also exhibit early embryonic phenotypes (Su et al., 2020), suggesting that *Rreb1* has a role in mammalian development.

Here, to investigate this further, we generated and characterized a *Rreb1* mutant mouse line. We found that *Rreb1* is expressed within the embryo proper and extraembryonic supporting tissues and regulates a variety of processes including neural tube closure and cardiovascular development. In gastrulating mouse embryos, loss of *Rreb1* resulted in a change in the transcription of numerous factors that are typically secreted by the visceral endoderm (VE), the HLA-G homolog H2-Q2, and numerous cytoskeleton-associated genes. We observed altered organization of F-ACTIN and adherens junctions and a loss of epithelial structure within the VE and pluripotent epiblast epithelium. Furthermore, in chimeric embryos, a fraction of *Rreb1*^-/-^ epiblast cells breached the underlying basement membrane and aberrantly exited the epithelium seeding ectopic cells throughout the embryo. These data demonstrated that *Rreb1* is required to maintain epithelial architecture during mammalian development and its loss promotes cell behaviors reminiscent of those in metastasis. Thus, future studies to unravel the tissue-specific targets and mechanism of action of *Rreb1* during development may also shed light on its role in disease states.

## Results

### *Rreb1* is expressed as cells exit primed pluripotency

We characterized the expression pattern of *Rreb1* during early mouse development using wholemount preparations of embryos harboring a LacZ-tagged transcriptional reporter (Figure 1—figure supplement 1A, European Conditional Mouse Mutagenesis Program) (Bradley et al., 2012). At pre-implantation stages (embryonic day (E) 4.5), *Rreb1*^LacZ^ was expressed within the inner cell mass (ICM), comprising epiblast cells that will generate the fetus and primitive endoderm (PrE) cells that will give rise to the endoderm of the yolk sac, and the trophectoderm that will form the placenta (Figure 1—figure supplement 1B). In the early post-implantation embryo (E5.5), before gastrulation, *Rreb1*^LacZ^ was expressed within the PrE-derived visceral endoderm (VE) and trophectoderm-derived extraembryonic ectoderm (ExE), but not the epiblast (Figure 1A). Subsequently, during gastrulation (E6.5–7.5), expression was observed within the VE, primitive streak, a region where cells undergo an EMT and start to specify and pattern the mesoderm and endoderm germ layers, embryonic and extraembryonic mesoderm (derived from the primitive streak), and distal anterior epiblast (Figure 1A, Figure 1—figure supplement 1C). Around midgestation (E8.0–10.5), *Rreb1*^LacZ^ was expressed within the yolk sac endoderm, node, notochord, primitive streak, blood, allantois, head mesenchyme, and pharyngeal arches (Figure 1A, Figure 1—figure supplement 1D–G). We noted that at E10.5 *Rreb1*^LacZ^ was expressed in regions of high FGF signaling activity (Morgani et al., 2018b), including the limb buds, frontonasal processes, and isthmus (Figure 1—figure supplement 1F). The domain of *Rreb1*^LacZ^ expression within the tailbud varied between embryos, suggesting that *Rreb1* transcription may be regulated by the segmentation clock (Figure 1—figure supplement 1F). Data were further validated by comparison to available single-cell transcriptomic (scRNA-seq) datasets of equivalent embryonic stages (Figure 1—figure supplement 1H; Nowotschin et al., 2019; Pijuan-Sala et al., 2019).

**Figure 1.**
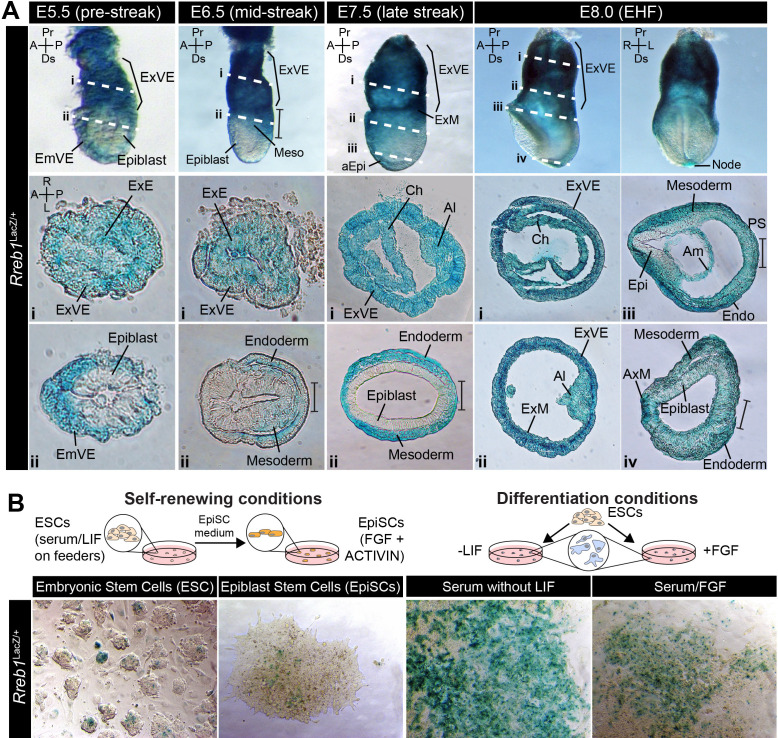
*Rreb1* is expressed within embryonic and extraembryonic tissues. (**A**) Wholemount images of *Rreb1*^LacZ/+^ mouse embryos from embryonic day (E) 5.5–8.0. Dashed lines mark approximate plane of transverse sections shown in lower panels. Section iii from E7.5 is located in Figure 1—figure supplement 1C. Bracket demarcates the primitive streak. (**B**) *Rreb1*^LacZ^ reporter mouse embryonic stem cells (ESCs) (i) and epiblast stem cells (EpiSCs) (ii) under self-renewing conditions. ESCs were grown in serum/LIF on feeders. Panels (iii) and (iv) show ESCs after 7 days of differentiation in the absence of LIF or in the absence of LIF plus 12 ng/ml FGF2. A, anterior; P, posterior; Pr, proximal; Ds, distal; L, left; R, right; EHF, early headfold; ExM, extraembryonic mesoderm; ExVE, extraembryonic visceral endoderm; AVE, anterior visceral endoderm; aEpi, anterior epiblast; Meso, mesoderm; Endo, endoderm; Epi, epiblast; Am, amnion; Al, allantois; Ch, chorion; AxM, axial mesoderm.

**Figure 1—figure supplement 1.**
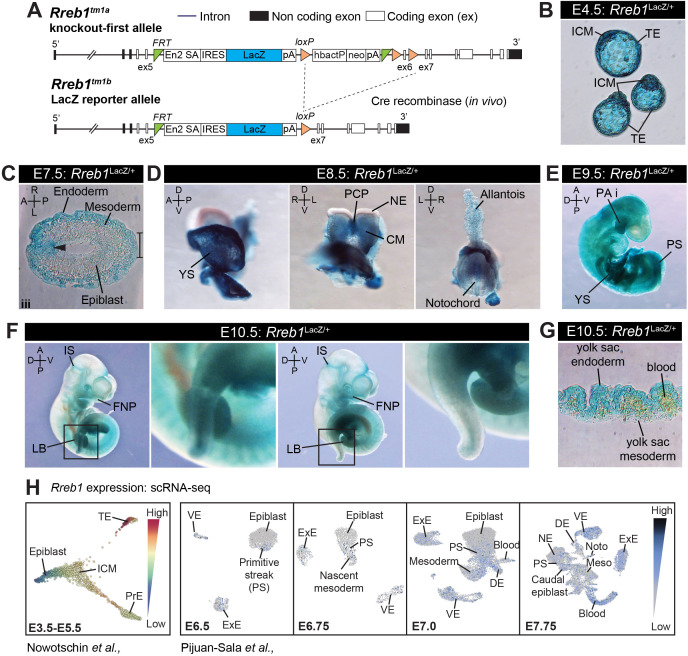
*Rreb1* expression during mouse embryonic development. (**A**) Schematic diagram showing the EUCOMM knockout-first (Tm1a) allele (upper panel) and the *Rreb1* null LacZ reporter (Tm1b) allele generated by Cre-mediated recombination of Tm1a (lower panel). *Engrailed two* splice acceptor (En2 SA), internal ribosome entry side (IRES), human beta actin promoter (hbactP), Neomycin cassette (neo), single polyadenylation sequences (pA), *FRT* sites (green triangles), *loxP* sites (orange triangles). (**B**) Wholemount images of E4.5 *Rreb1*^LacZ/+^ blastocysts. (**C**) Transverse cryosection through a distal region of an E7.5 *Rreb1*^LacZ/+^ embryos from Figure 1A. Arrowhead indicates expression within the distal anterior epiblast. Bracket marks the primitive streak/tailbud. (**D–F**) Wholemount images of *Rreb1*^LacZ/+^ embryos. (**G**) Transverse cryosection of the yolk sac of an E10.5 *Rreb1*^LacZ/+^ embryo. (**H**) *Rreb1* expression in different cell types of the early mouse embryo, from published single-cell RNA-sequencing datasets. Left panel: Force-directed layout plot showing relative *Rreb1* expression in cells of E3.5–4.5 pre-implantation and E5.5 early post-implantation embryos from single-cell RNA sequencing (scRNA seq.) data. Plot was generated using data from Nowotschin et al., 2019 (https://endoderm-explorer.com/). Right panel: Uniform manifold approximation and projection (UMAP) plot, generated using single-cell sequencing data from Pijuan-Sala et al., 2019 (https://marionilab.cruk.cam.ac.uk/MouseGastrulation2018/), showing *Rreb1* expression levels in all the cells at E6.5, 6.75, 7.0, and 7.75. TE, trophectoderm; ICM, inner cell mass; PrE, primitive endoderm; VE, visceral endoderm; ExE, extraembryonic ectoderm; PS, primitive streak; DE, definitive endoderm; Epi, epiblast; Noto, notochord; Meso, mesoderm; NE, neurectoderm; PCP, prechordal plate; Pr, proximal; Ds, distal; A, anterior; P, posterior; L, left; R, right; YS, yolk sac; PA i, pharyngeal arch 1; FNP, frontonasal process; LB, limb bud; IS, isthmus; CM, cephalic mesenchyme.

In vitro, the *Rreb1*^LacZ^ reporter marked a subpopulation of pluripotent embryonic stem cells (ESCs) and epiblast stem cells under self-renewing conditions and became more widely expressed as cells were differentiated by removal of the cytokine LIF or addition of FGF (Figure 1B). Thus, *Rreb1* is initially expressed by all lineages of the pre-implantation blastocyst and is downregulated within the epiblast as it transitions from a naïve to a primed state of pluripotency. During post-implantation development, *Rreb1* continues to be expressed in extraembryonic tissues and is re-expressed in the embryonic lineages as primed pluripotency is exited and the germ layers are specified.

### *Rreb1* is essential for mouse embryonic development

Previously, we generated chimeric embryos by injecting *Rreb1*^-/-^ ESCs into wild-type host embryos. While *Rreb1*^-/-^ cells could undergo the gastrulation EMT, migrate within the wings of mesoderm, and differentiate into germ layer derivatives, cells accumulated at the primitive streak over time suggesting that later EMT events are perturbed (Su et al., 2020). To further interrogate the developmental function of Rreb1, we proceeded to generate a *Rreb1* knockout mouse using CRISPR-Cas9 technology (Figure 2A). *Rreb1*^+/-^ mice were viable and fertile, but heterozygous intercrosses yielded no homozygous mutant offspring. From E7.5 onwards, mutant embryos were smaller than wild-type littermates (Figure 2B,C, Figure 2—figure supplement 1A,B) and, based on morphology and somite number, were approximately 9.5 hr retarded (Figure 2—figure supplement 1B,C). At E9.0–9.5, *Rreb1*^-/-^ embryos showed various defects, including microcephaly (2/7 at E9.5, Figure 2—figure supplement 1D), an open foregut (Figure 2—figure supplement 1E), and an open neural tube at the forebrain, midbrain, and posterior neuropore level (8/10 *Rreb1*^-/-^ at E9.5, Figure 2D–E, Figure 2—figure supplement 1F). The proportion of *Rreb1*^-/-^ embryos with open neural tubes was reduced at E10.5 compared to E9.5 (2/8 [25%] versus 8/10 [80%] *Rreb1*^-/-^, Figures 2B and 3F), suggesting that some mutants close their neural tube upon further development.

**Figure 2.**
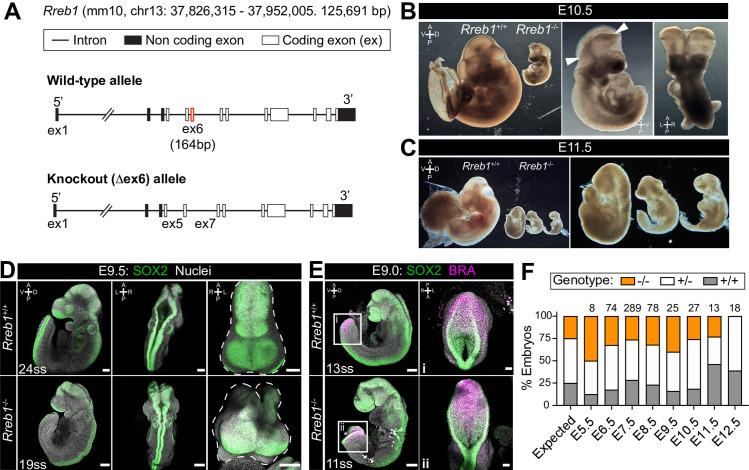
*Rreb1* is necessary for mouse embryonic development. (**A**) Schematic diagram showing the strategy used to generate the *Rreb1* mutant allele. CRISPR-Cas9 was used to delete the majority of the coding DNA sequence of Exon 6. We created a large (approximately 700 bp) and small (approximately 540 bp) deletions. Both lines exhibited comparable phenotypes, thus we combined these data. UTR, untranslated region. (**B–C**) Brightfield images of *Rreb1*^+/+^ and *Rreb1*^-/-^ littermates at E10.5 and E11.5 Arrowheads indicate boundary of open neural tube. Righthand panels show mutant embryos at higher magnification. (**D–E**) Confocal maximum intensity projection (MIP) of wholemount E9.0 and 9.5 mouse embryos, scale bar (sb) 200 μm. Number of somite pairs (ss) shown on images. (**D**) Right panel shows an MIP frontal view and outline (dashed line) of the head of the embryo emphasizing the neural tube closure defects in the *Rreb1*^-/-^. (**E**) Box highlights image of posterior neuropore shown in high magnification in adjacent panel, sb 100 μm. (**F**) Bar chart summarizing the percentage of *Rreb1*^+/+^, *Rreb1*^+/-^ and *Rreb1*^-/-^ embryos recovered at each developmental stage. The first bar indicates the expected Mendelian ratios of each genotype. N numbers shown above each bar. D, dorsal; V, ventral; A, anterior; P, posterior; L, left; R, right.

**Figure 2—figure supplement 1.**
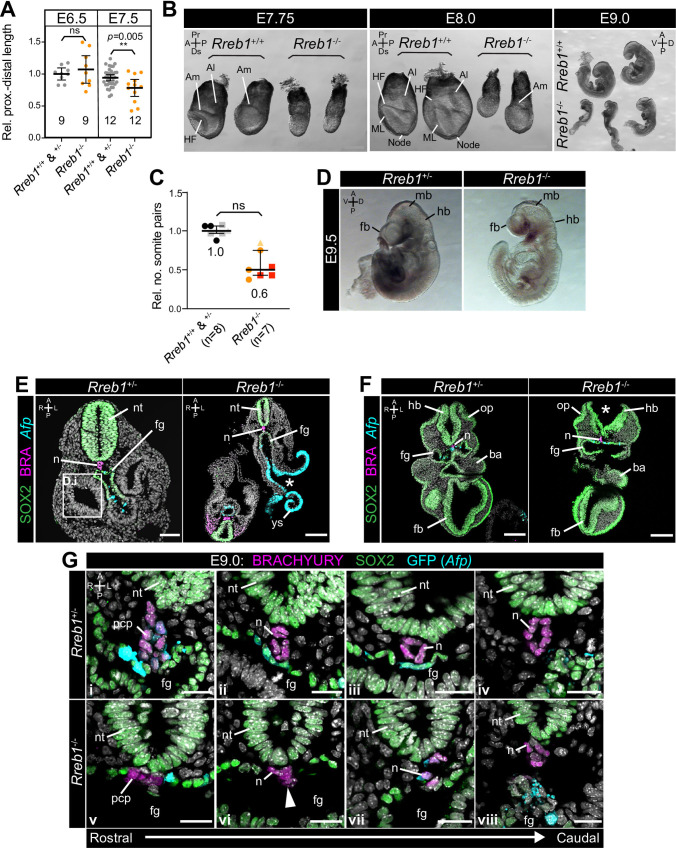
*Rreb1* mutant embryos exhibit defects at midgestation. (**A**) Quantification of the proximal to distal length of *Rreb1* wild-type (*Rreb1*^+/+^) and heterozygous (*Rreb1*^+/-^) versus mutant (*Rreb1*^-/-^) littermates at E6.5 (3 litters) and 7.5 (5 litters). Each point represents an individual embryo. Total number of embryos is shown on the graph. Data is shown relative to the average wild-type/heterozygote proximo-distal length of each litter. Bars represent mean and IQR. ** *p*=≤0.005, unpaired t-test. (**B**) Brightfield images of wild-type (*Rreb1*^+/+^) and mutant (*Rreb1*^-/-^) littermates at embryonic day (E) 7.75, 8.0 and 9.0. *Rreb1*^-/-^ embryos are smaller than wild-type littermates and do not show stage-appropriate morphological landmarks. (**C**) Quantification of relative number of somite pairs in E8.5–9.5 *Rreb1* wild-type (*Rreb1*^+/+^) and heterozygous (*Rreb1*^+/-^) versus mutant (*Rreb1*^-/-^) littermates. Each point represents an individual embryo. Data is shown relative to the average somite number of each litter. Separate litters are indicated by different colored points. Bars represent mean and IQR. (**E–F**) Transverse cryosections of E9.0 *Rreb1* heterozygous and homozygous mutant, *Afp-*GFP littermates. Boxes mark the regions shown in higher magnification in H. Asterisks mark the open neural tube and gut tube in *Rreb1*^-/-^. Sb, 50 μm. (**G**) Confocal optical sections of transverse cryosections from E9.0 embryos in the region of the notochord. From left to right, images show sections from rostral to caudal regions of the anterior embryo. Sb, 20 μm. Pr, proximal; Ds, distal; A, anterior; P, posterior; L, left lateral; R, right; D, dorsal; V, ventral; Am, amnion; Al, allantois; HF, headfolds; ML, midline; n, notochord; nt, neural tube; fg, foregut; ys, yolk sac; pcp, prechordal plate; hb, hindbrain; op, otic pit; ba, branchial arch; fb, forebrain; mb, midbrain.

**Figure 3.**
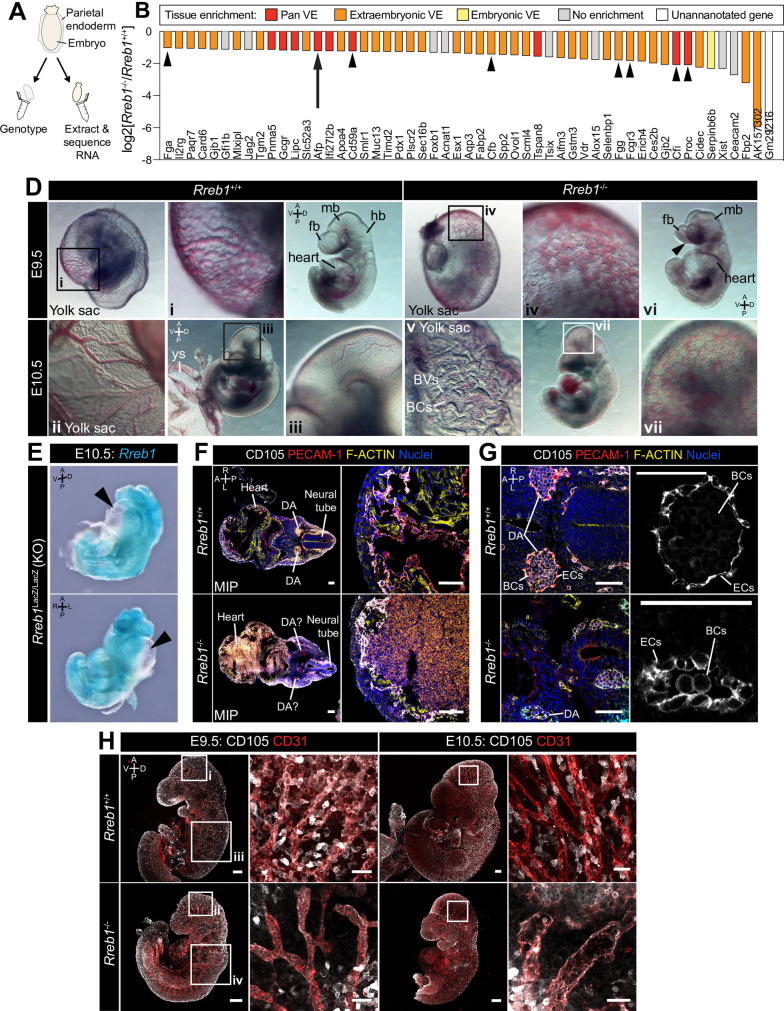
Loss of *Rreb1* causes cardiovascular defects in the early mouse embryo. (**A**) Schematic diagram depicting the sample collection methodology for whole embryo RNA-seq. Individual embryos were isolated from the uterus and the parietal endoderm dissected, lysed, and used for genotyping. The remaining part of the embryo was used for RNA extraction. Following genotyping, five individual wild-type and five individual mutant embryos were selected for sequencing. (**B**) Graph showing the list of significantly downregulated genes in *Rreb1*^-/-^ versus *Rreb1*^+/+^ embryos that were detected via single-cell sequencing in Pijuan-Sala et al., 2019. Each gene was manually categorized based on its enrichment in different tissues within this dataset. ‘No enrichment’ indicates genes that did not show a tissue-specific expression or enrichment. Arrow highlights *Afp* and arrowheads highlight genes associated with the complement and coagulation cascades. (**D**) Brightfield images of E9.5 and 10.5 embryos showing abnormal defects in the vasculature of *Rreb1*^-/-^ embryos. In panel vi, arrowhead highlights the open anterior neural tube. (**E**) Confocal maximum intensity projections of whole E9.5 and 10.5 embryos (Sb, 200 μm) with adjacent high-magnification images of the cranial vasculature (Sb, 50 μm). Boxes i-iv in E9.5 are shown at higher magnification in Figure 3—figure supplement 1J. PECAM-1 marks vasculature. ENDOGLIN marks endothelial cells as well as hematopoietic, mesenchymal, and neural stem cells. To note, the tail of the lower right embryo was damaged during dissection. (**F**) Wholemount image of an E10.5 *Rreb1*^LacZ/LacZ^ mutant embryo. Arrowhead highlights pericardial edema. A, anterior; P, posterior; Pr, proximal; Ds, distal; D, dorsal; V, ventral; L, left; R, right; ExVE, extraembryonic VE; EmVE, embryonic VE; ys, yolk sac; BCs, blood cells; cm; cephalic mesenchyme; ne, neurectoderm; EC, endothelial cells. Figure 3—source data 1.List of genes that are differentially expressed between wild-type and Rreb1 mutant embryos.Differentially expressed genes were defined as those meeting fold change cutoff log2(2), adjusted p-value cutoff 0.05, and mean coverage of at least 15. Figure 3—source data 2.Gene Ontology (GO) analysis of genes significantly upregulated and downregulated in E7.5 Rreb1 mutant embryos.Gene ontology analyses were performed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) Bioinformatics resource gene ontology functional annotation tool with all NCBI *Mus musculus* genes as a reference list. Figure 3—source data 3.KEGG pathway analysis of genes significantly upregulated and downregulated in E7.5 Rreb1 mutant embryos.KEGG pathway analysis was performed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) Bioinformatics tool.

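The table holds 264 genes in the copy used here, 65 lower and 199 higher in the paper's own comparison. All 264 were among the genes tested with limma and moved in the same direction as in the table, and 214 passed the same thresholds on the adjusted p and fold change. The mean in each genotype differed from the table's by at most 0.000482% of it. By edgeR on the recovered reads 223 of them passed, and by DESeq2 245. Because the table was made from these embryos, the overlap is not independent evidence of any change.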

**Figure 3—figure supplement 1.**
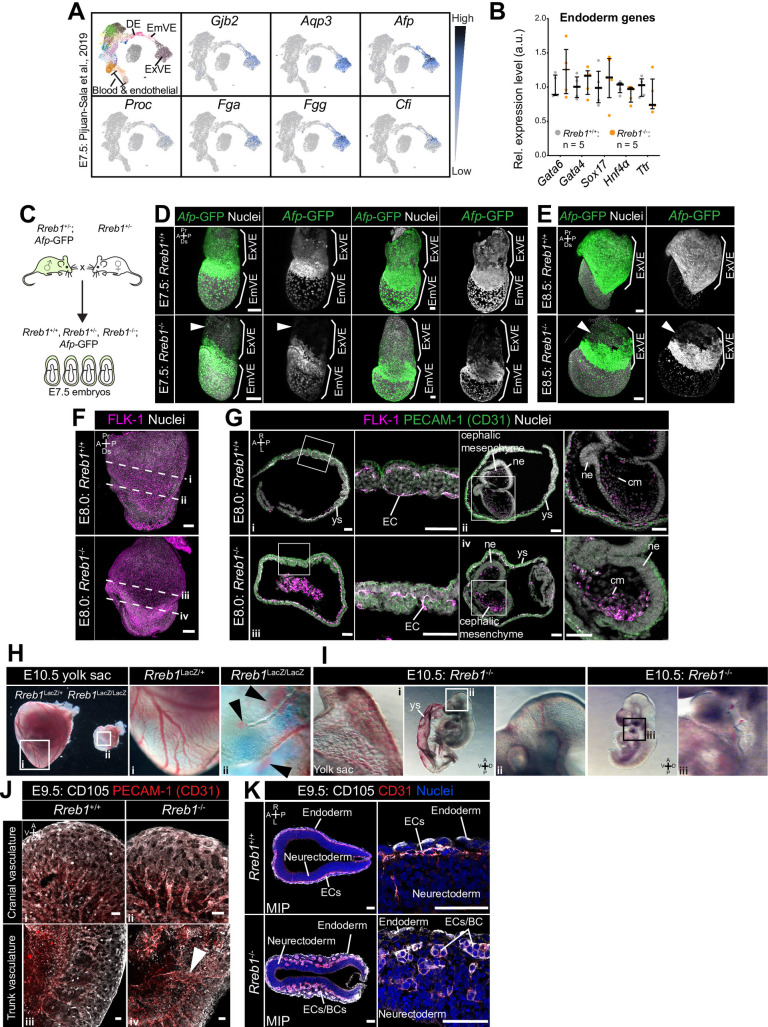
*Rreb1*^-/-^ embryos exhibit cardiovascular defects. (**A**) Uniform manifold approximation and projection (UMAP) plot, generated using single-cell sequencing data from Pijuan-Sala et al., 2019. Left plot shows distinct clusters of cells representing different cell types within the embryo. Adjacent plots show the expression pattern of example genes that were significantly downregulated in *Rreb1*^-/-^ embryos and whose expression is enriched within endoderm tissues. (**B**) Graph showing the relative expression level of a panel of endoderm-associated genes from RNA-sequencing of individual *Rreb1*^+/+^ and *Rreb1*^-/-^ embryos that showed no significant difference in expression between genotypes. Each point represents a single embryo. Statistical analysis was performed using an Unpaired *t*-test. Bars represent median and IQR. Expression is shown relative to the mean expression in wild-type embryos. (**C**) Diagram illustrating the breeding scheme used to generate Afp-GFP^Tg/+^; *Rreb1*^+/+^ and *Rreb1*^-/-^ embryos. (**D, E**) Confocal MIPs of immunostained *Afp*-GFP; *Rreb1*^+/+^ and *Rreb1*^-/-^ embryos. Arrowheads highlight the proximal ExVE that, in contrast to wild-type embryos, shows little to no *Afp*-GFP expression (E7.5 0/12 *Rreb1*^+/+^ and 9/11 *Rreb1*^-/-^, E8.5 0/3 *Rreb1*^+/+^ and 2/2 *Rreb1*^-/-^ exhibited little to no *Afp*-GFP expression in the proximal ExVE). Sb, 50 μm. (**F**) Confocal maximum intensity projections (MIPs) of E8.0 embryos immunostained for FLK-1, a marker of hematopoietic and endothelial precursors. Dashed lines mark approximate plane of transverse sections in panel G. Sb, 50 μm. (**G**) Confocal optical sections of transverse cryosections through E8.0 mouse embryos Sb, 50 μm. (**H**) Wholemount images of E10.5 *Rreb1*^LacZ/+^ (heterozygous) and *Rreb1*^LacZ/LacZ^ (mutant) embryos within the yolk sac. Mutant embryos have reduced yolk sac vasculature and blood leaking into the extravascular space (arrowheads). (**I**) Brightfield image of two distinct E10.5 *Rreb1*^-/-^ embryos with reduced cranial vasculature (left) and little blood within the fetus (right). Boxes show regions of higher magnification in adjacent panels. (**J**) Confocal maximum intensity projections showing the cranial and trunk vasculature of E9.5 embryos from Figure 3D. Sb, 50 μm. PECAM-1 marks vasculature. CD105 (ENDOGLIN) marks endothelial cells as well as hematopoietic, mesenchymal and neural stem cells. Arrowhead marks large blood vessel not observed in wild-type littermate. (**K**) Transverse cryosections through the dorsal most region of the head of E9.5 mouse embryos. *Rreb1*^-/-^ embryos have clusters of FLK-1 +PECAM-1+ (CD31) cells that may be endothelial or blood cells. Sb, 100 μm. A, anterior; P, posterior; Pr, proximal; Ds, distal; D, dorsal; V, ventral; ExVE, extraembryonic VE; EmVE, embryonic VE; DE, definitive endoderm; cm, cephalic mesenchyme; ne, neurectoderm; ys, yolk sac; ec, endothelial cells; bc, blood cells.

Additionally, mutant embryos displayed aberrant notochord formation. In wild-type embryos, the axial mesoderm, marked by BRACHYURY expression in cells anterior to the gut tube, gives rise to the prechordal plate rostrally (Figure 2—figure supplement 1G i) and to the tube-like notochord caudally (Figure 2—figure supplement 1G ii-iv) (Balmer et al., 2016). However, in *Rreb1*^-/-^, BRACHYURY-expressing cells did not establish a tube, instead, intercalating into the foregut (Figure 2—figure supplement 1v), protruding into the foregut lumen (Figure 2—figure supplement 1G vi), or generating multiple distinct clusters (Figure 2—figure supplement 1G vii). Thus, loss of *Rreb1* results in a range of phenotypic abnormalities initiating at gastrulation and resulting in midgestation lethality.

Homozygous mutants began to be resorbed at E11.5, as marked by the disintegration of embryonic tissues (Figure 2C), and were not recovered at E12.5 (Figure 2F). Thus, *Rreb1* is an essential factor regulating numerous processes during early mouse development.

### *Rreb1* is required for cardiovascular development

Rreb1 is a context-dependent transcriptional repressor or activator (Deng et al., 2020). To define the gene expression changes associated with a developmental loss of *Rreb1* we performed RNA-sequencing of *Rreb1*^-/-^ embryos and compared them to wild-type (*Rreb1*^+/+^) transcriptomes. 

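The transcriptomes were those of single embryos at E7.5, when the germ layers are forming, with the parietal endoderm dissected off for genotyping and the rest of the embryo used for RNA. There were 5 *Rreb1*+/+ and 5 *Rreb1*-/- embryos, each sequenced as its own library from polyadenylated RNA prepared with a stranded kit. The deposited values were reads per gene counted with HTSeq after alignment with STAR, divided by the authors by 1 DESeq size factor per embryo, and are called normalized counts here. The genome build, the gene models and whether the counting used strand are not given in the sources used here. All values were whole multiples of 1 step per embryo (within 0.1 read), so that the reads behind them could be recovered. These came to 33317560 to 35786876 reads per *Rreb1*+/+ embryo (median 35416171) and 31467767 to 35446574 per *Rreb1*-/- embryo (median 32257132), which was lower in the mutants (exact two-sided permutation test, p = 0.0317). The paper states an average of 47 M paired reads per sample generated, and the normalized counts rest on the 33.9 M per embryo that were counted in genes. Mitochondrial genes took 2.03% to 2.63% of the reads of *Rreb1*+/+ embryos and 2.28% to 3.08% of those of *Rreb1*-/- embryos (p = 0.0952 in the same exact permutation test).

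Genotypes were compared with limma on log2(normalized count + 1) over the 15603 of 20974 genes with a mean of at least 15 in at least 1 genotype. P-values were adjusted with the Benjamini-Hochberg method, and genes are described as higher or lower in mutants at an adjusted p under 0.05. Fold changes are on the log2(value + 1) scale, which understates the change of low genes. Across all tested genes, the first principal component (37.0% of the variance) set replicates 5 and 6 of both genotypes (27.8 to 48.2) apart from replicates 2 to 4 (*Rreb1*+/+ −6.77 to −3.65, *Rreb1*-/- −47.5 to −43.7). The second (17.7%) separated *Rreb1*+/+ embryos (11.7 to 29.7) from *Rreb1*-/- embryos (−39.6 to −7.42).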

Embryos were isolated and analyzed at E7.5 (Figure 3A), coinciding with the onset of morphological defects in mutant embryos (Figure 2—figure supplement 1A,B). 

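*Rreb1* lies on chromosome 13 from 37778400 to 37952005 (GENCODE M21, GRCm38) and was itself higher in the mutants. Its normalized count was 2533.8, 2740.7, 2365, 2924.2 and 2656.5 in the *Rreb1*+/+ embryos and 4657.1, 5715.1, 3988.4, 5051.6 and 5637.9 in the *Rreb1*-/- embryos. The means were 2644 ± 211 and 5010 ± 718 (SD, n = 5 embryos each), a log2 fold change of 0.91 (standard error 0.10, limma, adjusted p = 0.000482). The mutant allele lacks part of 1 exon, and these counts are summed over all exons, so the total does not check the allele. Among the most strongly raised autosomal genes were *Ppp1r17*, an inhibitor of protein phosphatases, from 6.29 ± 5.03 to 199 ± 131 (mutant replicate 2 stood at 427, the other mutants at 99.4 to 178), and *Clec18a*, which encodes a C-type lectin, from 4.06 ± 1.90 to 77.7 ± 27.6. *Myo16*, an unconventional myosin, rose from 7.86 ± 3.14 to 99.9 ± 27.4, and *Scrn1* from 38.7 ± 11.5 to 302 ± 62.7. Among autosomal genes whose values did not overlap between genotypes, the largest fall was that of *AK157302*, on chromosome 13 from 21495223 to 21497146. This lies within 20 Mb of *Rreb1*, and whether the fall comes from an allele linked to the locus was not tested. For *AK157302* the *Rreb1*+/+ replicate 2 stood at 125 and the other *Rreb1*+/+ embryos at 211 to 235. The gene fell from 203 ± 45.4 to 3.29 ± 1.39, a log2 fold change of −5.60 (limma, adjusted p = 4.64e-06). It was followed by *Eps8l3*, *Fbp2*, a fructose bisphosphatase (127 ± 53 to 13.8 ± 10.5, with *Rreb1*+/+ replicate 6 at 219 and the others at 92.4 to 128), and, further down, *Cidec*, a lipid droplet protein, and the connexin *Gjb2* (497 ± 137 to 119 ± 50.1).

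In limma, 63 genes were lower and 179 higher in the mutants at both an adjusted p under 0.05 and a 2-fold change. At the adjusted p alone, 179 were lower and 486 higher, and with the replicate number as a block 356 and 716. Without *Rreb1*+/+ replicate 3, 4, 5 or 6 or mutant replicate 4, the lower genes at the adjusted p alone numbered 101, 112, 99, 101 and 111. The values of the genotypes did not overlap for 57 of the 63 and 168 of the 179 genes; over all tested genes this held for 1046 (6.70%), where chance gives 0.794%. Replicates 2 to 4 alone, a choice made after the data were examined, gave 144 lower and 165 higher genes, and replicates 5 and 6 alone, chosen likewise, 15 and 72.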

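The sex-linked genes divided the embryos unevenly between genotypes. *Xist*, the RNA that coats the inactive X chromosome, stood at 45656.6 to 68009 in all 5 *Rreb1*+/+ embryos and at 58035.8 in *Rreb1*-/- replicate 2, but at 39.3 to 61.3 in *Rreb1*-/- replicates 3 to 6. The summed counts of the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were 0 to 3.8 in the *Rreb1*+/+ embryos, 2.1 in *Rreb1*-/- replicate 2 and 5849.1 to 9171.5 in the other mutants. Of the 242 genes past both thresholds, 14 were on the X chromosome, 6 on the Y chromosome and 222 on autosomes. *Tsix*, transcribed antisense to *Xist*, was also lower in mutants (61.6 ± 10.8 to 20.4 ± 9.94, limma, adjusted p = 0.0105), although its reads and those of *Xist* may not have been told apart. With the log2 of the Y-linked sum as a covariate, 18 genes were lower and 63 higher at the thresholds, of which 4 and 44 were genes called without it. *Rreb1* then had a log2 fold change of 0.85 (limma, adjusted p = 0.0814). All 222 called autosomal genes kept their direction with the covariate. Their median log2 fold change in the direction of the call was 1.51, against 1.40 without it. Their median standard error rose from 0.230 to 0.402, so a lost call alone does not show that a change follows sex. Only 1 mutant embryo lacked Y-linked reads, so that genotype and sex can be separated only through that embryo.

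**Figure D1:**
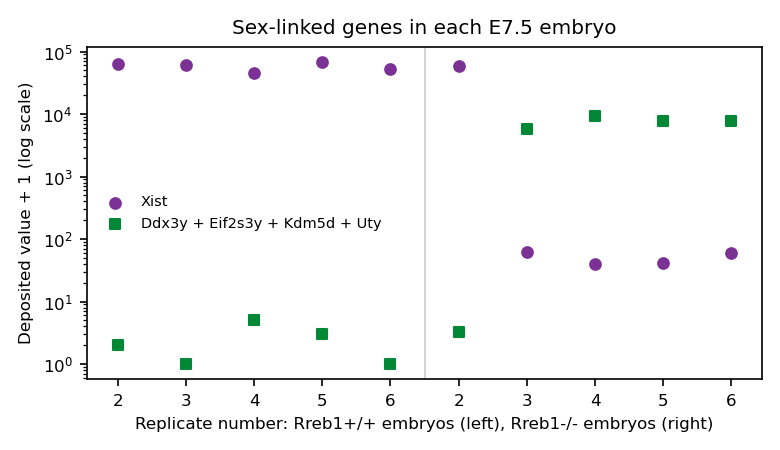
Normalized counts of *Xist* and of the summed Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, each plus 1, on a log axis, with 1 point per embryo by genotype. The *Rreb1*+/+ embryos and mutant replicate 2 carry high *Xist* and almost no Y-linked reads, while mutant replicates 3 to 6 lie at the opposite ends of both scales.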

We identified 65 downregulated and 200 upregulated genes in *Rreb1*^-/-^ vs. *Rreb1*^+/+^ embryos (fold-change >log2(2), p<0.05, Figure 3—source data 1). To assess the function of these genes, we implemented Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis. Downregulated genes were enriched for GO terms associated with blood, including ‘blood microparticle’, ‘fibrinogen complex’, and ‘platelet alpha granule’ (Figure 3—source data 2), and the ‘complement and coagulation cascades’ (Figure 3—source data 3) that play a role in vasculogenesis (Girardi et al., 2006; Moser and Patterson, 2003). 

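These terms rested on 2 to 6 genes each. In limma, all 4 genes of 'blood microparticle', both genes of 'fibrinogen complex' and both of 'platelet alpha granule' were lower in *Rreb1*-/- embryos, and so were 5 of the 6 genes of 'complement and coagulation cascades', the exception being *Cfi*. These terms were chosen by the study on the same embryos and are not independent evidence of the direction. In a list of complement and coagulation genes fixed beforehand, 8 of 37 tested members were lower (11 when adjusted over the list alone). They included the fibrinogen chain *Fgb* (1841 ± 265 to 1338 ± 172, log2 fold change −0.46, limma, adjusted p = 0.0467), the lectin *Mbl2*, which starts complement activation (214 ± 36.4 to 115 ± 30.3), and *Plg*, the precursor of plasmin (684 ± 97.6 to 454 ± 85.2; SD, n = 5 embryos each). *Fgg*, *Cfb*, *Cd59a*, *Fga* and *Proc*, the other lower members, are named by the paper from these embryos and are not independent evidence. Another 2 members of the list were higher (5 when adjusted over the list alone, 4 with the replicate block). These were *Plat*, which activates plasminogen (411 ± 112 to 1138 ± 353), and the clotting factor *F7* (45.1 ± 14.2 to 121 ± 44.1). As a set this list did not pass the test (limma's camera, adjusted p = 0.0967, and adjusted p = 0.767 with an estimated correlation), but it did by DESeq2 (adjusted p = 0.0350) and without mutant replicate 2 (0.0461) or 6 (0.00910). Set tests passed readily in these embryos. In 67 of 100 splits of them, the real one included, 6 or more of the lists fixed beforehand passed. A pass of a list is therefore weak evidence by itself.

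Genes of blood cells, among them the embryonic hemoglobins and their regulators *Gata1* and *Klf1*, were below the *Rreb1*+/+ level for 11 of 12 members, with a median log2 fold change of −1.13. None passed limma's test singly (0 adjusted over the list alone, 3 at an unadjusted p under 0.05, 0 by edgeR and 0 by DESeq2), but 3 were lower with the replicate block. The set passed (limma's camera, adjusted p = 0.0243), though not with an estimated correlation (adjusted p = 0.767) or by fry (adjusted p = 0.427). It also missed the threshold without *Rreb1*+/+ replicate 5 or 6 or *Rreb1*-/- replicate 2, 3 or 4 (adjusted p = 0.0507 to 0.104), without the X and Y genes (0.0739), at a mean of at least 50 (0.0549) and on the reads with edgeR (0.0669) or DESeq2 (0.109). The set passed with the replicate block (limma's camera, adjusted p = 2.20e-05), though not there with an estimated correlation (adjusted p = 0.510). It passed with the Y-linked sum as a covariate too (limma's camera, adjusted p = 0.0160). In 5 of the fits without 1 embryo it kept its call, with the lowest adjusted p = 0.000858 without mutant replicate 6. The paper describes the mutants as smaller than their littermates and delayed in development. Whether the lower blood genes follow that delay was not tested, since no embryos of matched stage were compared.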

Key genes within these groups included the complement inhibitors *Cd59a* and complement component factor I (*Cfi*), and the secreted proteins fibrinogen alpha and gamma (*Fga*, *Fgg*), complement factor B (*Cfb*), protein C (*Proc*), and *Alpha fetoprotein* (*Afp*). 

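Of the genes named here *Fgg*, the fibrinogen gamma chain, fell furthest in relation to its error in the *Rreb1*-/- embryos, from 972 ± 109 to 281 ± 77.1 normalized counts (SD, n = 5 embryos each), a log2 fold change of −1.83 (standard error 0.19, limma, adjusted p = 0.000278). Its neighbour *Fga* fell from 1015 ± 81.4 to 500 ± 142 (log2 fold change −1.06, standard error 0.17, limma, adjusted p = 0.00397). The genes lie side by side on chromosome 3 of GRCm38, *Fgg* from 83007724 to 83015049 and *Fga* from 83026076 to 83033627. *Cd59a*, which blocks the membrane attack complex of complement, fell from 737 ± 97.1 to 315 ± 91.1 (log2 fold change −1.26, limma, adjusted p = 0.00206). *Cfb*, the serine protease of the alternative complement pathway, fell from 75.1 ± 10.7 to 28.1 ± 6.45 (limma, adjusted p = 0.00202), with *Rreb1*+/+ replicate 2 at 56.6 and the other *Rreb1*+/+ embryos at 75.3 to 82.1. *Proc*, an anticoagulant protease, fell from 64.7 ± 23 to 15.2 ± 7.90 (limma, adjusted p = 0.00497), with mutant replicate 6 at 29.2 and the other mutants at 10.6 to 13.8. No value of these 5 genes in a mutant reached that of any *Rreb1*+/+ embryo (exact two-sided permutation test, p = 0.00794 for each, the smallest that 5 embryos against 5 allow).

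*Cfi*, the protease that inactivates complement component C3b, was 104 ± 72.5 in *Rreb1*+/+ and 24.6 ± 15.4 in *Rreb1*-/- embryos, a log2 fold change of −2.06 (standard error 0.62) that did not pass (limma, adjusted p = 0.0978, and 0.0429 with the replicate block). None of *Fgg*, *Fga*, *Cd59a*, *Cfb* and *Proc* passed with the Y-linked sum as a covariate (limma, adjusted p = 0.0814 to 0.162), at log2 fold changes of −0.98 to −2.50.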

We also observed a downregulation of *Jag2* and *Slit1* (Figure 3—source data 1), components of the Notch and Slit-Robo signaling pathways that regulate hematopoiesis and vasculogenesis (Blockus and Chédotal, 2016; Kofler et al., 2011).

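*Jag2*, a Notch ligand, had normalized counts of 279 ± 113 in *Rreb1*+/+ and 128 ± 45.3 in *Rreb1*-/- embryos (SD, n = 5 embryos each), a log2 fold change of −1.13 (standard error 0.33) that did not pass the test (limma, adjusted p = 0.0924). *Slit1*, a secreted ligand of Robo receptors, stood at 145 ± 45.5 and 296 ± 119, which is higher in the mutants, by a log2 fold change of 0.99 (standard error 0.30, limma, adjusted p = 0.0988). *Slit1* passed with the replicate block (limma, adjusted p = 0.00427). Singly, both genes differed in an exact two-sided permutation test (p = 0.0159 for *Jag2* and p = 0.0238 for *Slit1*). Together with *Cd59a*, *Cfi*, *Fga*, *Fgg*, *Cfb*, *Proc* and *Afp* they make 9 genes that the paper names here, of which 6 were lower in limma. Adjusted over these 9 alone 8 were lower and *Slit1* higher, and with the block 7 were lower and *Slit1* higher, although genes named from these embryos are not independent evidence. Of 18 Notch and Slit-Robo genes in a list fixed beforehand, 0 passed in limma, also when adjusted over the list alone, with 2 higher and 2 lower at an unadjusted p under 0.05, 0 by edgeR and 1 in each direction by DESeq2. With the replicate block 2 of them were higher. Their median log2 fold change was −0.08 (limma's camera, adjusted p = 0.901).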

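Visceral endoderm (VE) genes were followed through a pair of lists fixed beforehand, 1 of plasma proteins that the VE secretes and 1 of its lineage regulators and uptake receptors. Of their 40 tested members, 4 were among the 63 genes lower in *Rreb1*-/- embryos at both thresholds, namely *Fgg*, *Fga*, *Afp* and *Apoa4*, and 0 were among the 179 higher genes. *Apoa4*, an apolipoprotein, fell from 5202 ± 1881 to 2228 ± 815 (SD, n = 5 embryos each; log2 fold change −1.21, standard error 0.28, limma, adjusted p = 0.0339). Membership of the lists raised the odds of being lower 29.2 times (Fisher's exact test, p = 1.98e-05). Without mutant replicate 4 it was 18.2 times (2 members, p = 0.00643 in the same exact test) and with the replicate block 19.3 times. Replicates 2 to 4 alone, chosen after the data were examined, gave 12.2 times. At an unadjusted p under 0.05, 1 member was higher and 10 were lower. The paper names *Fgg*, *Fga* and *Afp* from these same embryos, so that they are not independent evidence. With the Y-linked sum as a covariate the result was lost, with an odds ratio of 0 (exact p = 1), as only 18 genes were lower in all and none of them was a member. *Fgg* then had a log2 fold change of −1.50 and *Fga* of −0.98, and the plasma protein list still passed as a set (limma's camera, adjusted p = 0.00650). With an estimated correlation that list did not pass even without the covariate (limma's camera, adjusted p = 0.384). Its pass beside the covariate is weak evidence, since lists also passed readily in other splits of the embryos. The single-cell data by which the paper sorted its genes were not analysed here.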

The majority of downregulated factors were specifically expressed or enriched within the VE (84% of the 55 differentially expressed genes that were also detected by scRNA-sequencing of gastrulating mouse embryos Nowotschin et al., 2019; Pijuan-Sala et al., 2019; Figure 3B, Figure 3—figure supplement 1A). As these data were generated by whole embryo bulk RNA-sequencing, the downregulation of VE-associated genes could represent a reduction in the expression of specific factors or a relative decrease in the size of the VE. To distinguish between these possibilities, we assessed the expression levels of a number of other critical VE lineage determinants, including the transcription factors *Gata6*, *Gata4*, *Sox17*, and *Hnf4a*. 

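Of 4 VE regulators, *Gata6*, *Gata4*, *Sox17* and *Hnf4a*, 0 differed between genotypes in limma. *Gata6*, which specifies primitive endoderm, had 899 ± 147 normalized counts in *Rreb1*+/+ and 1109 ± 317 in *Rreb1*-/- embryos (SD, n = 5 embryos each), a log2 fold change of 0.27 (standard error 0.18, limma, adjusted p = 0.482). *Gata4* stood at 3547 ± 558 and 3854 ± 681 (log2 fold change 0.11, limma, adjusted p = 0.713), *Sox17* at 839 ± 215 and 951 ± 285 (0.15, adjusted p = 0.795) and *Hnf4a*, a regulator of VE metabolic genes, at 5450 ± 455 and 4935 ± 662 (−0.15, adjusted p = 0.461). Exact two-sided permutation tests gave p = 0.183 to 0.587. The count was 0 of 4 also at an unadjusted p under 0.05, when adjusted over these 4 alone, and by edgeR and DESeq2.

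The list of VE lineage and uptake genes, which holds these 4 along with receptors such as *Cubn* and *Lrp2*, likewise had 0 of 20 members called by limma (0 adjusted over the list alone, 1 higher at an unadjusted p under 0.05, 0 by edgeR and 0 by DESeq2). Its median log2 fold change was 0.00 (95% bootstrap interval −0.10 to 0.10), with a mean of 0.02 and a set test whose sign was negative (limma's camera, adjusted p = 0.997). Of 20 VE plasma protein genes, 6 were lower and 0 higher (9 lower when adjusted over the list alone; 0 higher at an unadjusted p under 0.05, by edgeR or by DESeq2), with a median of −0.40 (−0.83 to −0.23). Besides those past both thresholds, *Apoc2*, an activator of lipoprotein lipase, fell from 18032 ± 1526 to 9642 ± 1603 (log2 fold change −0.91, limma, adjusted p = 0.000615). This list passed as a set (limma's camera, adjusted p = 1.09e-06), and had an adjusted p = 0.384 with an estimated correlation.

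**Figure D2:**
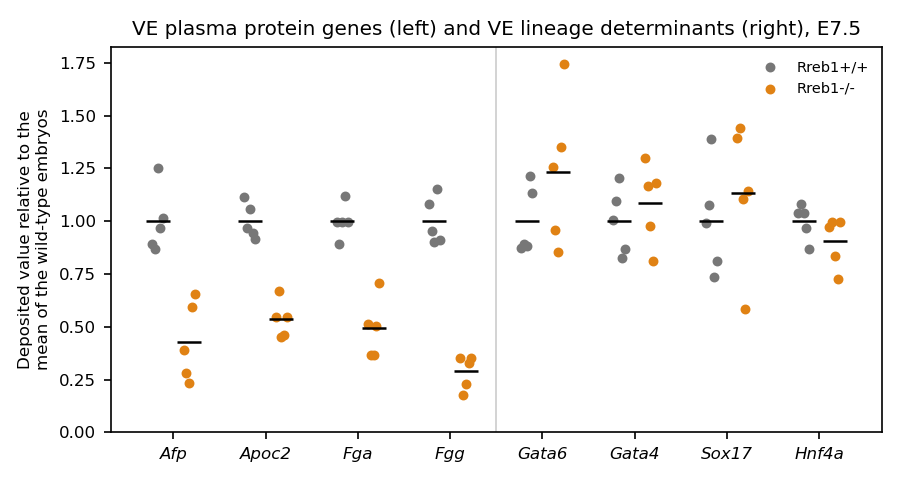
Normalized counts relative to the mean of the *Rreb1*+/+ embryos, with 1 point per embryo and black bars at the means, for 4 genes of VE plasma proteins (*Afp*, *Apoc2*, *Fga*, *Fgg*) and 4 VE regulators (*Gata6*, *Gata4*, *Sox17*, *Hnf4a*). The plasma protein genes of the mutants lie below all *Rreb1*+/+ embryos, and the regulators overlap between genotypes.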

We found that these genes were not significantly altered in *Rreb1*^-/-^ (Figure 3—figure supplement 1B) suggesting that the downregulation, almost solely, of VE markers did not represent a global reduction in VE-associated transcription.

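Alpha fetoprotein is encoded on chromosome 5 of GRCm38 from 90490737 to 90508907. The 5 *Rreb1*+/+ embryos had 10884.7, 10611.4, 15295.6, 11825.4 and 12399.7 normalized counts of *Afp*, and the 5 *Rreb1*-/- embryos 4757.7, 3424.9, 2831, 7237.3 and 7989.1. The means were 12203 ± 1872 and 5248 ± 2285 (SD, n = 5 embryos each), a log2 fold change of −1.32 (standard error 0.26, limma, adjusted p = 0.0157). No mutant reached the level of a *Rreb1*+/+ embryo (exact two-sided permutation test, p = 0.00794, the smallest that 5 against 5 allow). The log2 fold change of *Afp* was −1.40 with the Y-linked sum as a covariate and no longer passed (limma, adjusted p = 0.184).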

*Afp*, a plasma glycoprotein secreted by the yolk sac and fetal liver, which regulates angiogenesis (Liang et al., 2004; Takahashi et al., 2004), was one of the VE-associated genes significantly downregulated in mutant embryos. Thus, to validate our RNA-sequencing, we crossed *Rreb1*^+/-^ mice to a transgenic reporter whereby the *Afp* cis-regulatory elements drive GFP expression (Kwon et al., 2006). We then analyzed *Rreb1*^+/+^ and *Rreb1*^-/-^; *Afp*-GFP*^Tg/+^* embryos (Figure 3—figure supplement 1C). At E7.5 and 8.5, *Afp*-GFP is expressed by the embryonic and extraembryonic VE in wild-type embryos (Kwon et al., 2006; Kwon et al., 2008; Figure 3—figure supplement 1D,E). However, while *Rreb1*^-/-^ mutant embryos expressed *Afp*-GFP within the embryonic VE and at the embryonic-extraembryonic boundary, they showed little to no *Afp*-GFP within the proximal extraembryonic VE (Figure 3—figure supplement 1D,E), consistent with the transcriptional downregulation of this gene.

As downregulated genes were functionally related to blood and vasculogenesis, we then asked whether vascular development was perturbed in the absence of *Rreb1* by performing immunofluorescence staining for FLK-1, a marker of hematopoietic and endothelial progenitors, and PECAM-1 (CD31), marking endothelial cell junctions. At E8.0, when a rudimentary circulatory system is first established, we discerned no difference in the level or pattern of FLK-1 or PECAM-1 expression. As previously described (Yamaguchi et al., 1993), and in both *Rreb1*^+/+^ and *Rreb1*^-/-^ embryos, FLK-1 +PECAM-1+ cells were present in the extraembryonic mesoderm, including the allantois and yolk sac blood islands, the cephalic mesenchyme, and heart (Figure 3—figure supplement 1F,G). At E9.5–10.5, while wild-type embryos formed a hierarchical branched network of blood vessels within the yolk sac and embryo-proper (Figure 3D i-iii), *Rreb1*^-/-^ embryos had dysmorphic yolk sac capillaries that instead resembled a primitive capillary plexus (5/6 *Rreb1*^-/-^ at E9.5, 4/6 *Rreb1*^-/-^ at E10.5, Figure 3D iv, Figure 3—figure supplement 1H i, I) and blood within the extravascular space (Figure 3D v, Figure 3—figure supplement 1H ii). Cardiovascular defects were also observed within the *Rreb1*^-/-^ embryo-proper including little to no blood within the fetus (2/6 *Rreb1*^-/-^ at E9.5, 1/6 *Rreb1*^-/-^ at E10.5, Figure 3D vi, Figure 3—figure supplement 1I iii), pooling of blood (2/6 *Rreb1*^-/-^ at E9.5, 4/6 *Rreb1*^-/-^ at E10.5), an enlarged heart (2/6 *Rreb1*^-/-^ at E9.5, Figure 3D vi), and pericardial edema (2/8 *Rreb1*^-/-^ at E10.5, Figure 3E). At E9.5, a number of *Rreb1*^-/-^ embryos displayed extravascular FLK-1 +PECAM-1+ cells throughout the fetus, including accumulating within the heart (2/6 *Rreb1*^-/-^ at E9.5, Figure 3D vii, F). These defects were also associated with an abnormal dorsal aorta morphology. In wild-type embryos, the dorsal aorta comprised flattened endothelial cells surrounding a lumen containing blood cells (Figure 3F,G). Elongated endothelial cells also bordered the neural tube (Figure 3F,G). In contrast, in *Rreb1*^-/-^ embryos, the dorsal aorta lumen was collapsed and FLK-1 +PECAM-1+ cells, both of the aorta and surrounding the neural tube, appeared rounded compared to those in wild-type embryos (Figure 3G).

While the dorsal midbrain of E9.5 and 10.5 wild-type embryos contained defined networks of veins and branched blood vessels (Figure 3D iii, H, Figure 3—figure supplement 1J), *Rreb1*^-/-^ exhibited displayed reduced vascular remodeling with fewer, wider blood vessels (3/6 *Rreb1*^-/-^ at E10.5, Figure 3H, Figure 3—figure supplement 1J). ENDOGLIN (CD105) is also a marker of endothelial cells. In E9.5 wild-type embryos, a thin layer of PECAM-1 +ENDOGLIN + endothelial cells formed between the neuroepithelium and outer surface ectoderm layer. However, in *Rreb1*^-/-^, PECAM-1 +ENDOGLIN + cells were arranged into discrete, rounded clusters (Figure 3—figure supplement 1K). Thus, loss of *Rreb1* results in the downregulation of VE-expressed vasculogenesis-associated genes and cardiovascular defects that culminate in embryonic lethality at midgestation.

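In the RNA-sequencing at E7.5, the genes of the vessels themselves did not pass the test singly. Of 14 endothelial genes in a list fixed beforehand, among them the VEGF receptor *Kdr*, the adhesion molecules *Pecam1* and *Cdh5* and the regulator *Etv2*, 0 were called by limma, and likewise 0 when adjusted over the list alone, at an unadjusted p under 0.05, by edgeR or by DESeq2. Their median log2 fold change was −0.43, with 11 of 14 below 0 (limma's camera, adjusted p = 0.322). With the replicate block 1 was lower and the set passed (limma's camera, adjusted p = 0.0169), but not with an estimated correlation (adjusted p = 0.510). Of 9 VEGF pathway genes 0 were called, in limma with either adjustment, at an unadjusted p under 0.05, by edgeR or by DESeq2, and 1 was lower with the block. Their median was 0.11, their mean −0.05 and the sign of the set test positive (limma's camera, adjusted p = 0.811). From the lower coagulation, complement and plasma protein genes beside unaltered VE regulators, the *Afp* reporter and the vascular staining of later embryos, the paper concludes that loss of *Rreb1* leads both to lower VE-expressed genes tied to vessel formation and to cardiovascular defects.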

### *Rreb1* regulates cytoskeleton and adherens junction organization within the epiblast

We then analyzed genes that were upregulated in E7.5 *Rreb1*^-/-^ vs. *Rreb1*^+/+^ embryos. The upregulated genes, *Bmper* and *Cxcl10* (Figure 3—source data 1), are associated with ‘endothelial cell activation’ and thus their altered expression may contribute to the observed cardiovascular defects. 

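*Cxcl10*, a chemokine that restrains vessel growth, rose in the *Rreb1*-/- embryos from 11.0 ± 3.95 to 82.8 ± 36.4 normalized counts (SD, n = 5 embryos each), a log2 fold change of 2.78 (standard error 0.35, limma, adjusted p = 0.00109). Every mutant lay above every *Rreb1*+/+ embryo (exact two-sided permutation test, p = 0.00794). *Bmper*, a secreted modulator of BMP signaling, stood at 290 ± 57.6 in *Rreb1*+/+ and 635 ± 244 in *Rreb1*-/- embryos, a log2 fold change of 1.04 (standard error 0.28) that did not pass in limma (adjusted p = 0.0665), but did with the replicate block (adjusted p = 0.0109), without mutant replicate 5 (adjusted p = 0.00456), by edgeR (adjusted p = 0.0419) and by DESeq2 (adjusted p = 0.00110). Adjusted over this pair alone both were higher, although a pair named from these embryos is not independent evidence. *Cxcl10*, with the Y-linked sum as a covariate, had a log2 fold change of 3.27 (limma, adjusted p = 0.0545).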

H2-Q2, the purported mouse homolog of HLA-G (Comiskey et al., 2003; Figure 4—figure supplement 1A), was also upregulated consistent with reports that Rreb1 is a transcriptional repressor or HLA-G in humans (Flajollet et al., 2009). 

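*H2-Q2*, on chromosome 17 of GRCm38 from 35342242 to 35346762, had 101 ± 79.7 normalized counts in *Rreb1*+/+ and 365 ± 217 in *Rreb1*-/- embryos (SD, n = 5 embryos each). The log2 fold change was 2.22 with a standard error of 0.96 and did not pass the test (limma, adjusted p = 0.254), nor did the exact two-sided permutation test (p = 0.0873). Without *Rreb1*+/+ replicate 3, which stood at 5 against 35.3 to 185.3 in the others, the log2 fold change of *H2-Q2* was 1.40. As a single gene its unadjusted limma p was under 0.05. It is a class I gene of the major histocompatibility complex (MHC) with close paralogs, so reads may have been split between copies and the value is uncertain. Among 12 MHC class I genes and partners in a list fixed beforehand, 2 were higher and 0 lower (the same counts adjusted over the list alone; 0 lower at an unadjusted p under 0.05, by edgeR or by DESeq2), *Tap1*, which carries peptides to class I molecules (69.3 ± 12.7 to 134 ± 34.1, limma, adjusted p = 0.0289), and *H2-K1* (393 ± 36.8 to 563 ± 85.6, limma, adjusted p = 0.0382). *Tap1* lost its call in each fit without 1 of *Rreb1*+/+ replicates 3 to 6 or mutant replicates 2 to 5, and *H2-K1* without *Rreb1*+/+ replicate 2, 3, 4 or 5 or mutant replicate 3, 4, 5 or 6, at adjusted p-values of 0.0592 to 0.0783 for *Tap1* and 0.0710 to 0.0920 for *H2-K1* (limma). *Tap1* also missed it after quantile normalization (0.0641), and neither passed beside the Y-linked sum (log2 fold change 1.35 for *Tap1*, adjusted p = 0.123, and 0.13 for *H2-K1*, adjusted p = 0.703). The set passed with a median log2 fold change of 0.43 (limma's camera, adjusted p = 0.0187), but not with an estimated correlation (adjusted p = 0.384), by fry (adjusted p = 0.0572), by DESeq2 (adjusted p = 0.0700), without *Rreb1*+/+ replicate 3 (adjusted p = 0.0625) or with the Y-linked sum as a covariate (adjusted p = 0.441).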

Subsequent GO analysis revealed that upregulated genes were enriched for four main categories; ‘cytoskeleton’, ‘membrane and vesicle trafficking’, ‘cell junctions’, and ‘extracellular space’ (Figure 3—source data 2). 

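Microtubule genes were among those raised in *Rreb1*-/- embryos. Of the genes listed under the study's terms, limma called as higher all 7 of 'microtubule', all 3 of 'kinesin complex', 16 of 17 of 'Golgi apparatus', 10 of 12 of 'cell junction' and 4 of 8 of 'proteinaceous extracellular matrix'. Neuronal terms stood beside these, with 13 of 15 genes of 'synapse' and 11 of 12 of 'axon' higher. The terms were chosen on these embryos and are not independent evidence of the direction. In a list of microtubule genes fixed beforehand, 9 of 36 tested members were higher and 0 lower (10 higher and 1 lower when adjusted over the list alone; 2 lower at an unadjusted p under 0.05, 0 by edgeR and 1 by DESeq2). They included *Tuba1a*, an alpha-tubulin (6057 ± 487 to 10600 ± 1413; log2 fold change 0.80, limma, adjusted p = 0.000596), the stathmin *Stmn4*, which destabilizes microtubules (5.21 ± 2.22 to 73.1 ± 49.0), *Kif3c*, a kinesin motor (311 ± 21.6 to 484 ± 22.7), and *Map2*, a microtubule-associated protein (393 ± 95.8 to 676 ± 131; SD, n = 5 embryos each). *Kif5c*, *Map6*, *Kif12*, *Tubb3* and *Kif5a*, also higher in the list, are named by the paper from these embryos and are not independent evidence. Over all members the median log2 fold change was 0.02 and the mean 0.35, with 19 members above 0 and 17 below. The set passed (limma's camera, adjusted p = 0.00537), with an adjusted p = 0.384 with an estimated correlation and 0.365 with the Y-linked sum as a covariate.

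Of 38 actin cytoskeleton genes, 3 were higher and 0 lower, *Ablim3*, *Coro1a* and the actin monomer-binding profilin *Pfn2* (777 ± 99.4 to 1537 ± 265; limma, adjusted p = 0.00160), and the counts were the same when adjusted over the list alone. *Ablim3* and *Coro1a* are named by the paper from these embryos and are not independent evidence. At an unadjusted p under 0.05, 10 actin genes were lower, with 0 by edgeR and 1 by DESeq2, and 2 with the replicate block. The median was −0.13, the sign of the set test was negative (limma's camera, adjusted p = 0.0967), and the set passed with the block (adjusted p = 0.0247), though not with an estimated correlation (adjusted p = 0.510), and without mutant replicate 6 (0.0327).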

Factors associated with the cytoskeleton included microtubule components (*Tubb3*), microtubule-interacting proteins (*Map6*, *Jakmip2*, *Fsd1*), microtubule motors (*Kif5a*, *Kif5c*, *Kif12*), actin-binding proteins (*Coro1a*), and factors that connect adherens junctions to the cytoskeleton (*Ctnna2*, *Ablim3*) (Figure 4A). 

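All 10 of these genes, and the trafficking genes *Rab6b* and *Rab39b*, were higher in *Rreb1*-/- embryos, with no overlap between genotypes (12 of 12 in limma, also adjusted over the panel alone; exact two-sided permutation test, p = 0.00794 for each). *Ablim3*, an actin-binding LIM protein, rose most, from 54.7 ± 9.00 to 247 ± 49.3 normalized counts (SD, n = 5 embryos each; log2 fold change 2.14, standard error 0.18, limma, adjusted p = 8.86e-05). *Map6*, which stabilizes microtubules, rose from 240 ± 33.9 to 939 ± 158 (log2 fold change 1.96, limma, adjusted p = 2.64e-05) and *Jakmip2* from 228 ± 51.6 to 744 ± 70.4 (1.72). The neuronal beta-tubulin *Tubb3* rose from 625 ± 127 to 1700 ± 463 (limma, adjusted p = 0.00166). Among the kinesin motors, *Kif5c* rose from 1314 ± 75.0 to 2955 ± 184 (1.17, limma, adjusted p = 5.57e-06), *Kif12* from 314 ± 54.3 to 717 ± 85.6 and *Kif5a* from 301 ± 78.4 to 608 ± 111 (1.03). *Coro1a*, *Ctnna2* and *Fsd1* had log2 fold changes of 1.46, 1.37 and 1.17. The panel was chosen by the study on these embryos and is not independent evidence. With the Y-linked sum as a covariate 6 of the 12 passed, among them *Ablim3*, *Map6*, *Jakmip2* and *Kif5c* (limma, adjusted p = 0.00356 to 0.0349), while *Tubb3*, *Ctnna2*, *Kif5a*, *Kif12*, *Coro1a* and *Fsd1* did not (0.107 to 0.319), at log2 fold changes of 0.62 to 1.14.

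**Figure D3:**
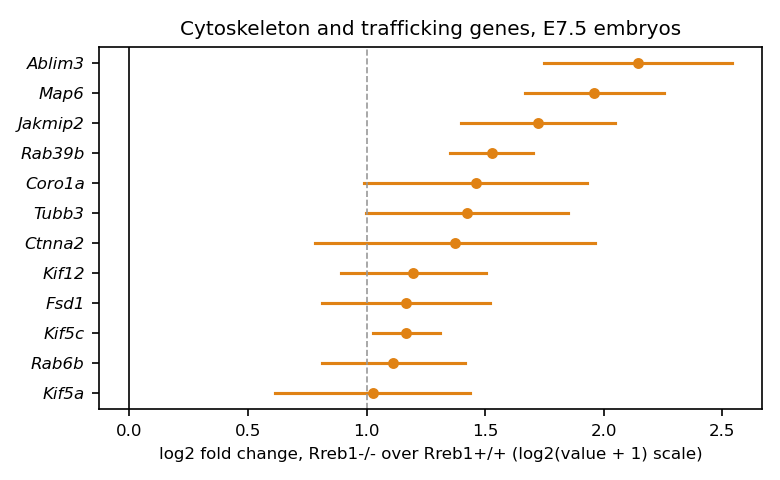
Log2 fold change of *Rreb1*-/- against *Rreb1*+/+ embryos, on the log2(value + 1) scale, with 95% confidence intervals from limma, for the 12 cytoskeleton and trafficking genes (n = 5 embryos per genotype). The dashed line marks a log2 fold change of 1; the estimates run from 1.03 for *Kif5a* to 2.14 for *Ablim3*.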

Genes within the ‘vesicle trafficking’ category were also related to the cytoskeleton. For example, Rab family members (*Rab6b*, *Rab39b*) (Figure 4A) regulate vesicle transport along actin and microtubule networks.

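*Rab39b*, an X-linked GTPase of vesicle traffic (chromosome X of GRCm38, 75572046 to 75578231), rose from 240 ± 7.23 to 694 ± 52.0 normalized counts (SD, n = 5 embryos each), a log2 fold change of 1.53 (standard error 0.08, limma, adjusted p = 5.19e-06). *Rab6b*, a GTPase of Golgi transport on chromosome 9, rose from 653 ± 89.2 to 1424 ± 270 (log2 fold change 1.11, standard error 0.14, limma, adjusted p = 0.000942). Both passed with the Y-linked sum as a covariate (limma, adjusted p = 0.00356 for *Rab39b* and 0.0212 for *Rab6b*).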

**Figure 4.**
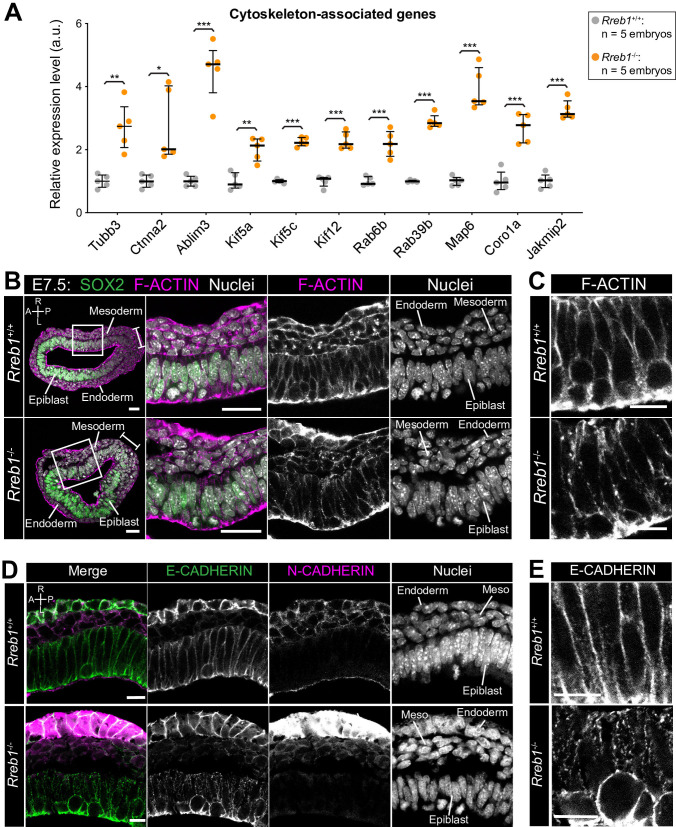
The *Rreb1*^-/-^ epiblast shows altered cytoskeleton and adherens junction organization. (**A**) Graph showing the relative expression level of cytoskeleton-associated genes from RNA-sequencing of individual *Rreb1*^+/+^ and *Rreb1*^-/-^ embryos. Each point represents a single embryo. Statistical analysis was performed using an Unpaired *t*-test (*p<0.05, **p<0.005, ***p<0.001). Bars represent median and IQR. Expression is shown relative to the mean expression in wild-type embryos. (**B-E**) Confocal optical sections showing transverse cryosections of immunostained *Rreb1*^*+*/+^ and *Rreb1*^-/-^ embryos. Boxes indicate lateral epiblast regions shown at higher magnification in adjacent panels. *Rreb1*^-/-^ embryos exhibit a punctate localization of E-CADHERIN (n = 4/4 embryos). Sb, 10 μm. (**C,E**) Highest magnification images showing a small region of the epiblast epithelium. Sb, 10 μm. Brackets mark the primitive streak. A, anterior; P, posterior; L, left; R, right.

**Figure 4—figure supplement 1.**
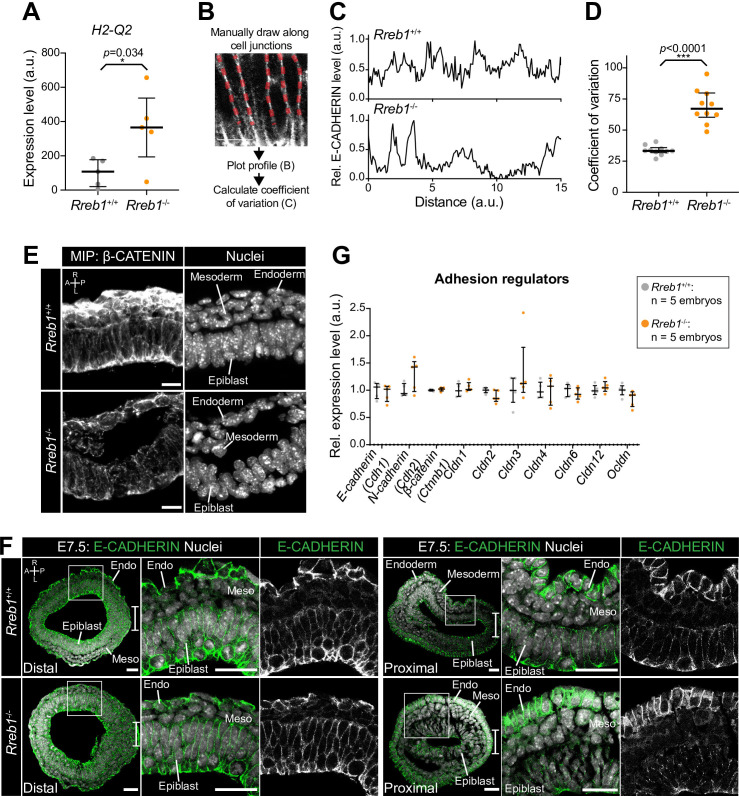
Loss of *Rreb1* alters epiblast adherens junction organization. (**A**) Graph showing the relative expression level of *H2-A2*, the mouse homolog of human HLA-G from RNA-sequencing of individual *Rreb1*^+/+^ and *Rreb1*^-/-^ embryos. Each point represents a single embryo. Statistical analysis was performed using an Unpaired *t*-test. Bars represent median and IQR. (**B**) Diagram showing the methodology for quantification of E-CADHERIN protein levels along epiblast cell junctions. Lines were manually drawn along cell junctions and the relative profile of E-CADHERIN immunostaining fluorescence level along the junction was plotted, with the highest value representing 1. We then calculated the coefficient of variation of E-CADHERIN levels for each individual junction. (**C**) Representative relative profile of E-CADHERIN levels in arbitrary units (a.u.) at a single *Rreb1*^+/+^ and *Rreb1*^-/-^ epiblast cell junction. (**D**) Quantification of the coefficient of variation of E-CADHERIN immunostaining fluorescence levels at epiblast cell junctions. Each point represents a single cell junction. Bars represent mean and IQR. *** p=≤0.0005, unpaired t-test. (**E**) Confocal maximum intensity projections of transverse cryosections of a lateral region of the epiblast of immunostained *Rreb1*^+/+^ and *Rreb1*^-/-^ embryos. Sb, 10 μm. (**F**) Confocal optical sections of transverse sections through distal and proximal (just below the embryonic-extraembryonic boundary) regions of mouse embryos at E7.5. Sb, 25 μm. Bracket demarcates the primitive streak. (**G**) Graph showing the relative expression level of a panel of adhesion-associated genes from RNA-sequencing of individual *Rreb1*^+/+^ and *Rreb1*^-/-^ embryos. Each point represents a single embryo. Statistical analysis was performed using an Unpaired *t*-test (*p<0.05, **p<0.005, ***p<0.001). Bars represent median and IQR. Expression is shown relative to the mean expression in wild-type embryos. A, anterior; P, posterior; L, left; R, right; Endo, endoderm; Meso, mesoderm.

We therefore asked whether these transcriptional changes in cytoskeleton genes corresponded to a change in cytoskeletal organization in *Rreb1* mutants. In the normal (wild-type, *Rreb1*^+/+^) epiblast epithelium, F-ACTIN was arranged in linear filaments oriented parallel to cell junctions (Figure 4B,C). In contrast, F-ACTIN was punctate at epiblast cell junctions within *Rreb1*^-/-^ embryos (Figure 4B,C). The cytoskeleton interacts with and influences the localization of adherens junction components (Chen et al., 2003; Liang et al., 2015; Mary et al., 2002; Mège and Ishiyama, 2017; Sako-Kubota et al., 2014; Stehbens et al., 2006; Teng et al., 2005). As we noted a significant upregulation of *Ctnna2* and *Ablim3*, which encode proteins that connect the cytoskeleton to adherens junctions (Figure 4A), we asked whether the change in F-ACTIN was associated with a rearrangement of cell junctions. Cadherins are critical components of adherens junctions and, during gastrulation, E-CADHERIN is expressed within the epiblast, VE, and extraembryonic ectoderm (Pijuan-Sala et al., 2019). In wild-type embryos, E-CADHERIN, similar to F-ACTIN, formed a continuous belt between epithelial epiblast cells but, in *Rreb1* mutants, showed a punctate localization (Figure 4D,E, Figure 4—figure supplement 1B–D). Beta-CATENIN was also more punctate at *Rreb1* mutant compared to wild-type epiblast junctions (Figure 4—figure supplement 1E), indicating that adherens junction complexes were altered. The punctate adherens junction organization was observed within the proximal but not distal *Rreb1^-/-^* epiblast (Figure 4—figure supplement 1F). 

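The transcript of E-CADHERIN, *Cdh1*, had 15826 ± 2328 normalized counts in *Rreb1*+/+ and 15045 ± 2424 in *Rreb1*-/- embryos (SD, n = 5 embryos each; log2 fold change −0.08, standard error 0.13, limma, adjusted p = 0.807). *Ctnnb1*, which encodes Beta-CATENIN, had 36333 ± 547 and 36970 ± 1241 (log2 fold change 0.02, standard error 0.04, limma, adjusted p = 0.810). In exact two-sided permutation tests p was 0.603 for *Cdh1* and 0.333 for *Ctnnb1*. Among 25 adherens and tight junction genes in a list fixed beforehand, 1 was higher and 2 were lower (1 and 6 when adjusted over the list alone, 1 and 4 by DESeq2). The higher gene was *Ctnna2*, a neuronal alpha-catenin (72.8 ± 14.7 to 201 ± 84.7, limma, adjusted p = 0.0149). The lower genes were the tight junction claudin *Cldn7* and *Jup*, which encodes plakoglobin (2480 ± 354 to 1623 ± 273; log2 fold change −0.62, limma, adjusted p = 0.0206). *Jup* lost its call without *Rreb1*+/+ replicate 3, 4 or 6 or mutant replicate 4 (limma, adjusted p = 0.0533, 0.0557, 0.0577 and 0.0541). With the replicate block 3 genes were lower. Beside the Y-linked sum as a covariate *Ctnna2*, *Cldn7* and *Jup* had log2 fold changes of 0.89, −0.88 and −0.89 and did not pass (limma, adjusted p = 0.319, 0.0895 and 0.109). The median log2 fold change of the list was −0.09 (limma's camera, adjusted p = 0.0967, 0.0461 without mutant replicate 2 and 0.726 with an estimated correlation).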

The change in E-CADHERIN and Beta-CATENIN localization was not associated with a transcriptional change in these genes, or in the expression of other adhesion-associated factors, such as tight junction components (Figure 4—figure supplement 1G). Thus, the altered protein localization was due to post-transcriptional mechanisms. Therefore, loss of *Rreb1* results in a change in the expression of cytoskeleton-associated factors and a change in the organization of the cytoskeleton and adherens junctions within the epiblast.

### *Rreb1* maintains epithelial architecture of embryonic and extraembryonic tissues

The cytoskeleton is the scaffold of the cell that regulates cell-cell adhesion (Elson, 1988; Gavara and Chadwick, 2016; Grady et al., 2016; Ketene et al., 2012) and epithelial organization (Bachir et al., 2017; Ivanov et al., 2010; Sun et al., 2015; Vasileva and Citi, 2018). In cancer, a cytoskeleton-mediated switch from linear to punctate E-CADHERIN results in weaker cell-cell adhesion and loss of epithelial integrity (Aiello et al., 2018; Ayollo et al., 2009; Gloushankova et al., 2017; Jolly et al., 2015; Kovac et al., 2018; Saitoh, 2018). In keeping with this, *Rreb1*^-/-^ gastrulating embryos exhibited perturbed epithelial architecture. In wild-type embryos, VE cells formed an ordered monolayer overlying the embryonic epiblast and the ExE (Figure 5A,B, Figure 5—figure supplement 1A), while in *Rreb1*^-/-^, cells protruded from the VE (Figure 5A), the extraembryonic VE was frequently ruffled (Figure 5B, Figure 5—figure supplement 1A), and abnormal masses of cells accumulated at the anterior embryonic-extraembryonic boundary (Figure 5C, Figure 5—figure supplement 1B).

**Figure 5.**
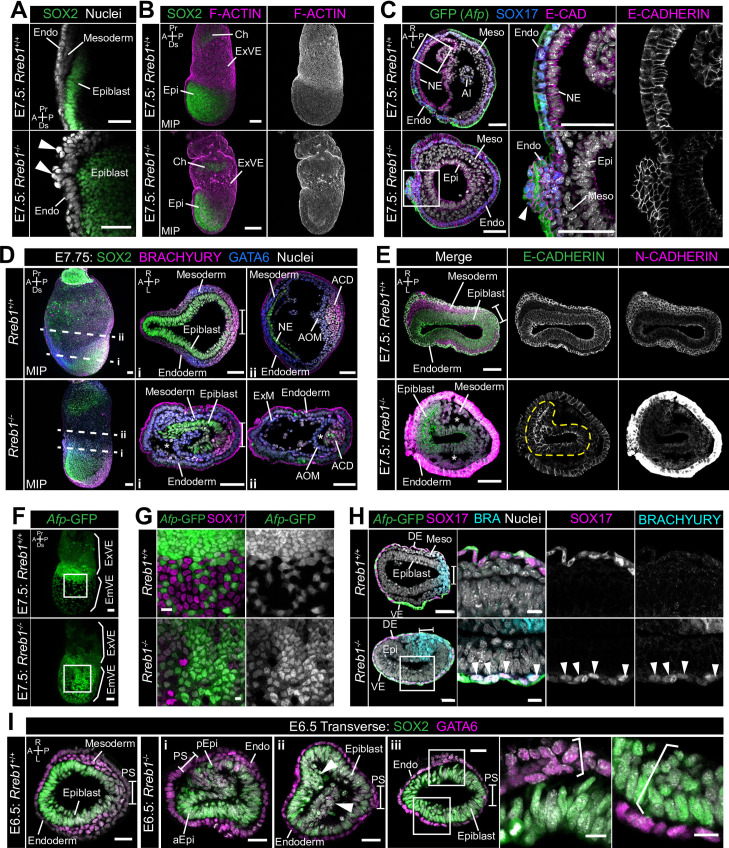
*Rreb1* maintains epithelial organization in the early mouse embryo. (**A**) Sagittal confocal optical section of the anterior of E7.5 *Rreb1* wild-type and homozygous mutant embryos. Arrowheads highlight cells abnormally protruding from the VE overlying the epiblast. Sb, 25 μm. (**B**) Confocal maximum intensity projections (MIP) of immunostained E7.5 embryos showing ruffling of the extraembryonic VE (n = 7/8 E7.5 *Rreb1*^-/-^ embryos exhibit endoderm ruffling). Sb, 100 μm. (**C**) Confocal optical sections showing transverse cryosections of E7.5 *Afp*-GFP *Rreb1* wild-type and homozygous mutant embryos. Boxes indicate regions shown in higher magnification in adjacent panels. Arrowhead indicates abnormal accumulation of *Afp* + VE cells and underlying *Afp*- DE cells at the anterior embryonic-extraembryonic boundary in *Rreb1*^-/-^ (n = 7/52 E7.5 *Rreb1*^-/-^ embryos exhibit anterior endoderm accumulations). Sb, 50 μm. (**D, E**) Maximum intensity projections (MIPs) of wholemount E7.5 embryos and confocal optical sections of transverse cryosections. (**D**) Dashed lines mark approximate plane of section. Sb, 50 μm. (**E**) Dashed yellow line outlines the epiblast. Sb, 50 μm. Asterisks mark abnormal gaps between tissue layers, which was the most common defect observed (n = 38/52 E7.5 *Rreb1*^-/-^). (**F**) Representative images of *Rreb1*^+/+^ and *Rreb1*^-/-^ embryos highlighting the epithelial defects observed: (i) abnormal accumulations of cells in the epiblast, (ii) epiblast folding (n = 8/52 52 E7.5 *Rreb1*^-/-^ embryos exhibit abnormal epiblast folding), in this case the epiblast is folded such that the putative anterior (aEpi) and posterior (pEpi) regions are adjacent to one another, (iii) formation of multilayered regions (highlighted with brackets) in the, typically monolayer, endoderm and epiblast. Sb 25 μm, high mag sb, 10 μm. (**G–I**) Confocal MIPs (**G,H**) and confocal optical sections showing transverse cryosections of *Afp*-GFP; *Rreb1*^+/+^ and *Rreb1*^-/-^ embryos (**I**). Boxes indicate region shown in higher magnification in H. Sb, 50 μm. Pr, proximal; Ds, distal; A, anterior; P, posterior; R, right; L, left; Epi, epiblast; aEpi, anterior epiblast; pEpi, posterior epiblast; PS, primitive streak; Endo, endoderm; ACD, allantois core domain; AOM, allantois outer mesenchyme; Ch, chorion; Meso, mesoderm; ExVE, extraembryonic visceral endoderm; EmVE, embryonic visceral endoderm; DE, definitive endoderm; NE, neurectoderm; Al, allantois.

**Figure 5—figure supplement 1.**
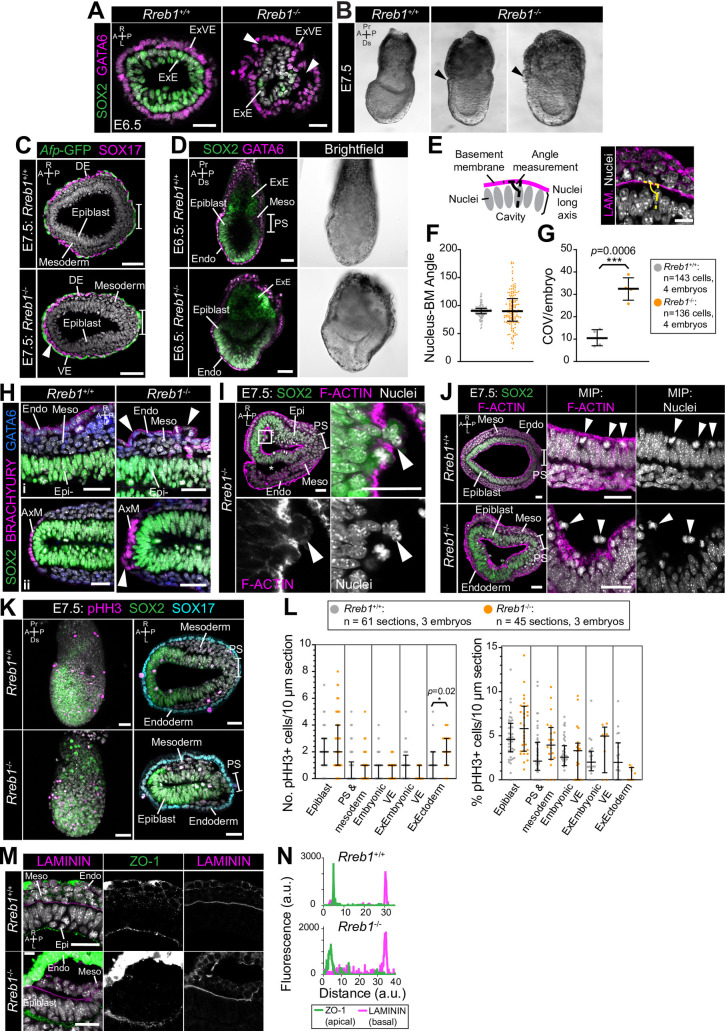
*Rreb1* mutant embryos have perturbed epithelial architecture. (**A**) Confocal optical sections showing transverse cryosections in the extraembryonic region of E6.5 embryos. Arrowheads highlight regions where cell layers are abnormally separated from one another. Sb, 25 μm. (**B**) Brightfield images of *Rreb1*^+/+^ and *Rreb1*^-/-^ littermates at embryonic day 7.5. Arrowheads highlight the abnormal accumulation of cells at the anterior embryonic-extraembryonic boundary. (**C**) Arrows highlight SOX17-expressing definitive endoderm cells within the wings of mesoderm. Sb, 50 μm (**A,B**) and 25 μm (**C**). (**D**) Confocal sagittal optical sections of immunostained embryos. The *Rreb1*^-/-^ embryo displays abnormal epithelial folding. Sb, 50 μm. (**E**) Schematic depicting methodology for angle measurements. We measured the angle of the elongated nuclear axis of epiblast cells relative to the underlying Laminin basement membrane (BM). Sb, 10 μm. (**F**) Quantification of the angle between the elongated nuclear axis and the BM of E6.5 epiblast cells. Bars represent median and IQR. Each point represents a single cell. (**G**) Quantification of the coefficient of variation (COV) for the nucleus-BM embryo angle in each embryo (individual points). Bars represent mean and IQR. *** p=≤0.0005, unpaired t-test. (**H**) Confocal optical sections of transverse cryosections in lateral (i) and anterior (ii) regions of E7.5 embryos. Arrowheads highlight regions where cell layers are abnormally separated from one another. Sb, 25 μm. (**I**) Confocal optical sections of transverse cryosection of immunostained E7.5 *Rreb1*^-/-^ embryo. Arrowheads highlight a break in apical F-ACTIN through which epiblast cells are protruding. Box indicates region shown at higher magnification. Sb, 25 μm. (**J**) Confocal optical sections of transverse cryosections of immunostained E7.5 embryos. In wild-type embryos, epiblast cells divide adjacent to the cavity (arrowheads), maintain apical F-ACTIN and remain within the epithelium. In *Rreb1*^-/-^ embryos, we also observed dividing cells outside of the epithelium (arrowheads), within the amniotic cavity. Sb, 25 μm. (**K**) Confocal maximum intensity projections (left) and optical sections of transverse cryosections of immunostained embryos stained for phosphorylated Histone H3 (pHH3), which marks mitotic cells. Sb, 50 μm. (**L**) Quantification of proliferation in *Rreb1*^+/+^ and *Rreb1*^-/-^ littermates. We quantified the absolute number of pHH3-positive cells per 10 μm cryosection (left panel) and the % of pHH3 mitotic cells in each germ layer per 10 μm cryosection (right panel) for three entire embryos. There was no significant difference (unpaired *t*-test) in proliferation rate between genotypes, other than in the ExE, which is likely a reflection of the low sample number in that region. Each point represents a single dividing cell. Bars represent mean and IQR. (**M**) Transverse cryosection of a lateral region of E7.5 epiblasts immunostained for the basal marker, Laminin, and apical marker, ZO-1. *Rreb1*^-/-^ embryos maintain appropriate expression of polarity markers. To note, we observed strong anti-N-CADHERIN and ZO-1 VE fluorescence, which correlates with an apparent difference in the structure of the outer VE layer compared to wild-type embryos. This signal is also observed with other antibodies and likely represents non-specific binding. Sb, 25 μm. (**N**) Histogram showing fluorescence levels, in arbitrary units (a.u.), of Laminin and ZO-1 immunostaining measured along the apical-basal axis of a representative region of the epiblast epithelium from image in panel. Pr, proximal; Ds, distal; A, anterior; P, posterior; L, left; R, right; PS, primitive streak; Endo, endoderm; Epi, epiblast; ExVE, extraembryonic visceral endoderm; Meso, mesoderm; ExE, extraembryonic ectoderm.

**Figure 5—figure supplement 2.**
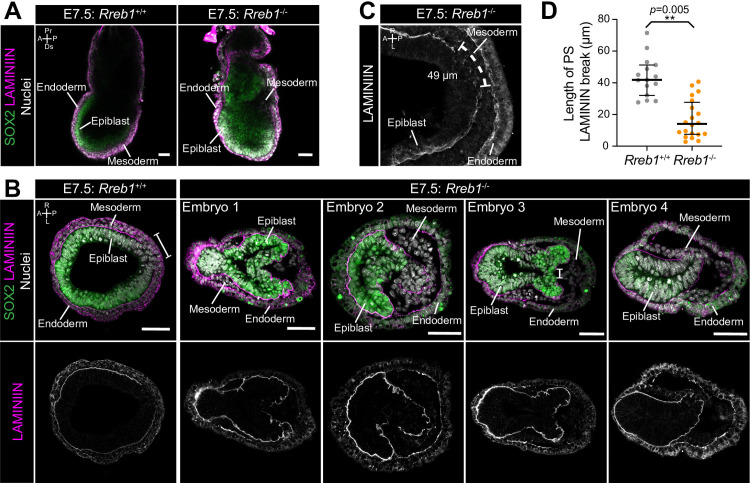
Severity of *Rreb1* mutant phenotypes is dependent on genetic background. (**A**) Sagittal confocal optical sections of *Rreb1*^+/+^ and *Rreb1*^-/-^ embryos at E7.5. Sb, 50 μm. (**B**) Confocal optical sections of transverse cryosections through the proximal primitive streak of E7.5 embryos. Sb, 50 μm. (**C**) Confocal maximum intensity projection (MIP) of the primitive streak of an E7.5 *Rreb1*^+/+^ embryo. We used these data to measure the distance between LAMININ basement membrane breaks at the primitive streak. (**D**) Graph showing the distance between LAMININ basement membrane breaks as measured in panel C. n = 3 *Rreb1*^+/+^ and 4 *Rreb1*^-/-^ embryos (measurements were taken from the proximal-most five sections through the primitive streak per embryo).

*Rreb1*^-/-^ initiated gastrulation in the posterior of the embryo, as marked by downregulation of the pluripotency-associated transcription factor SOX2 and upregulation of the primitive streak marker BRACHYURY (Figure 5D). Furthermore, *Rreb1*^-/-^ epiblast cells underwent an EMT at the primitive streak, delaminated from the epithelium, and migrated anteriorly in the wings of mesoderm (Figure 5E). Cells within *Rreb1*^-/-^ embryos also differentiated into mesoderm and DE, marked by GATA6 and SOX17 expression respectively (Figure 5D, Figure 5—figure supplement 1C). Hence, *Rreb1*^-/-^ mutant cells specify and begin to pattern the embryonic germ layers. As the majority of downregulated genes were factors expressed by the endoderm, we investigated endoderm specification and morphogenesis in more detail. We observed high levels of non-specific antibody staining, including for BRACHYURY and N-CADHERIN in the *Rreb1*^-/-^ VE. Such non-specific staining is often observed in the VE of wild-type embryos prior to intercalation of the DE (Kwon et al., 2008; Morgani et al., 2018a), which has ben attributed to its extensive vacuolation. Thus, we hypothesized that there may be defects in DE intercalation in mutant embryos. Consistent with this, the *Afp*-GFP reporter mouse line revealed delayed dispersal of the embryonic VE, a process driven by DE intercalation. By E7.5, the VE was fully dispersed in wild-type embryos, characterized by mosaic GFP labeling of the outer endoderm layer (Figure 5F,G), but noticeably reduced in *Rreb1*^-/-^ embryos of the same stage (Figure 5F,G). The VE was successfully dispersed in mutant embryos by E8.5 (Figure 3—figure supplement 1E). Wild-type SOX17 +DE cells intercalated into the lateral VE as they migrated anteriorly, but *Rreb1*^-/-^ SOX17 + cells migrated to the anterior pole without intercalating (Figure 5H, Figure 5—figure supplement 1C), contributing to the abnormal bulges at the anterior embryonic-extraembryonic boundary (Figure 5C, Figure 5—figure supplement 1B). Notably, unlike wild-type DE, *Rreb1*^-/-^ SOX17 + cells expressed the mesoderm and primitive streak marker BRACHYURY (Figure 5H), suggesting that they may be incorrectly specified.

As within the VE, the epiblast of mutants showed a range of morphological defects including uncharacteristic folding of the epithelial layer (Figure 5E, I i, Figure 5—figure supplement 1D), abnormal accumulations of cells (Figure 5I ii), increasingly variable cell orientation (Figure 5—figure supplement 1E–G), separation of typically closely apposed tissue layers, such as the mesoderm and endoderm (Figure 5D,E, Figure 5—figure supplement 1H), and cells falling out of the epiblast (Figure 5—figure supplement 1I). In wild-type embryos, epiblast cells divide at the apical, cavity-facing surface while being maintained within the epithelial layer but, in *Rreb1*^-/-^ embryos, we observed dividing cells that left the epithelium (Figure 5—figure supplement 1J). Additionally, the epiblast and endoderm are monolayer epithelia in wild-type embryos but formed multilayered regions in *Rreb1*^-/-^ mutants (Figure 5I iii).

Epithelial homeostasis requires tight regulation of proliferation and the maintenance of cell polarity. However, *Rreb1*^-/-^ embryos showed no difference in the absolute or relative number of dividing cells within the epiblast, VE, or mesoderm when compared to wild-type littermates (Figure 5—figure supplement 1K,L). Furthermore, apicobasal polarity of the *Rreb1*^-/-^ epiblast cells was unaffected, demonstrated by the correct positioning of the tight junction protein ZO-1 at the apical surface and the basement membrane protein LAMININ at the basal surface (Figure 5—figure supplement 1M,N). Together these data show that loss of *Rreb1* results in disrupted epithelial architecture of both embryonic and extraembryonic tissues, associated with altered cytoskeleton and adherens junction organization.

### Penetrance and expressivity of the *Rreb1^-/-^* phenotype is genetic background-dependent

Chimeras containing *Rreb1*^-/-^ cells showed an accumulation of cells at the primitive streak (Su et al., 2020). However, this phenotype was observed in only a small fraction of in *Rreb1*^-/-^ embryos (3/52). The difference in phenotypic penetrance and expressivity between these experiments could exist for a variety of reasons, including contribution of the extraembryonic tissues, which are wild-type in chimeras but mutant in the *Rreb1*^-/-^ mouse line, variability in the proportion of wild-type versus mutant cells and interactions between wild-type and mutant cells in chimeras, as well as genetic background. While the majority of *Rreb1* mutant embryos analyzed in this study were of a CD1 outbred background, reflecting the genetic diversity within the human population, chimeric embryos were generated by introducing 129 ESCs into C57BL/6 embryos, both of inbred backgrounds. Mutant inbred mice tend to display more severe defects than their outbred counterparts and thus phenotypic differences could reflect genetic background. To assess this, we collected and analyzed a litter of E7.5 C57BL/6 *Rreb1*^-/-^ embryos. We found that 4/4 C57BL/6 *Rreb1*^-/-^ embryos exhibited severe defects in the exit of cells from the posterior epiblast (Figure 5—figure supplement 2A,B) and a reduction in LAMININ basement membrane break down at the primitive streak compared to wild-type *Rreb1*^+/+^ littermates (Figure 5—figure supplement 2C,D). There was also a more pronounced buckling of the epiblast epithelium than in outbred CD1 embryos, with 4/4 embryos displaying abnormal epiblast folding (Figure 5—figure supplement 2B). Thus, penetrance and expressivity of the *Rreb1*^-/-^ phenotype is influenced by genetic background.

### *Rreb1* mutant embryos display invasive phenotypes

In the context of cancer, cells with punctate E-CADHERIN localization represent an intermediate epithelial-mesenchymal state (Sha et al., 2019; Yang et al., 2020), characterized by an increased propensity for collective invasion and metastasis (Aiello et al., 2018; Ayollo et al., 2009; Gloushankova et al., 2017; Jolly et al., 2015; Kovac et al., 2018; Saitoh, 2018). This state is linked to the downregulation of the transcription factor *Ovol1* (Jia et al., 2015; Saxena et al., 2020), which suppresses a mesenchymal identity, and the tight junction component, *Claudin7* (Aiello et al., 2018; Kim et al., 2019; Wang et al., 2018). Both of these factors were also significantly downregulated in *Rreb1*^-/-^ embryos (Figure 6—figure supplement 1A). Furthermore, we observed *Rreb1*^-/-^ epiblast cells that had acquired mesenchymal characteristics (n = 1/3 *Rreb1*^-/-^). 

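*Ovol1*, a zinc finger repressor of mesenchymal genes, fell from 161 ± 26.8 normalized counts in *Rreb1*+/+ to 58.0 ± 13.7 in *Rreb1*-/- embryos (SD, n = 5 embryos each), a log2 fold change of −1.47 (standard error 0.19, limma, adjusted p = 0.00134). *Cldn7*, a claudin of epithelial tight junctions, fell from 2170 ± 314 to 1332 ± 159, a log2 fold change of −0.70 (standard error 0.11, limma, adjusted p = 0.00487). For both genes all mutants lay below all *Rreb1*+/+ embryos (exact two-sided permutation test, p = 0.00794). With the Y-linked sum as a covariate the log2 fold change of *Ovol1* was −1.56 and did not pass (limma, adjusted p = 0.0921). Of 14 regulators of the epithelial to mesenchymal transition in a list fixed beforehand, such as *Zeb1*, *Esrp1* and *Grhl2*, only *Ovol1* was called, also when adjusted over the list alone, with 0 members higher (0 at an unadjusted p under 0.05, 0 by edgeR and 0 by DESeq2). The median log2 fold change of the list was −0.12 (limma's camera, adjusted p = 0.205).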

In wild-type embryos, the mesenchymal marker and EMT regulator SNAIL was expressed within the primitive streak and the wings of mesoderm (Figure 6A). However, in *Rreb1*^-/-^, SNAIL was ectopically expressed within epiblast cells precociously exiting the epithelium (Figure 6A). Moreover, these cells exhibited punctate Beta-CATENIN, in contrast to the linear localization in neighboring SNAIL-negative epiblast (Figure 6—figure supplement 1B). Moreover, in 3/52 *Rreb1*^-/-^ embryos, we observed chains of cells that traversed tissue layers, including cells expressing the epiblast marker SOX2 that crossed the VE (Figure 6B, Figure 6—figure supplement 1) and cells expressing the mesoderm and endoderm marker GATA6 that spanned the epiblast (Figure 6—figure supplement 1C). In most cases, these aberrant cells crossed the VE and SOX2-positive (SOX2+) pyknotic nuclei were detected on the adjacent exterior surface of the embryo (Figure 6—figure supplement 1C,D).

**Figure 6.**
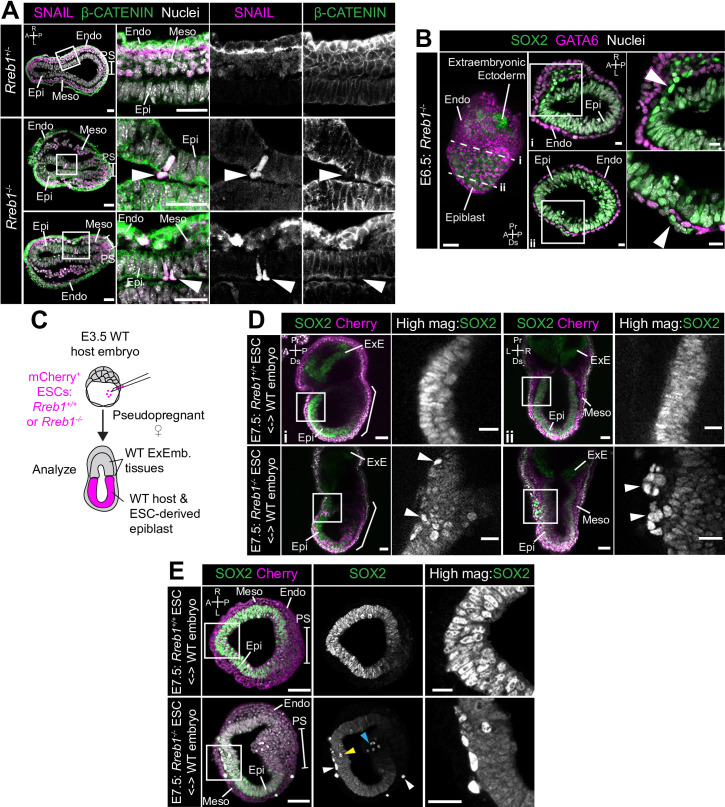
Loss of Rreb1 results in invasive cell behaviors. (**A**) Confocal optical sections of transverse cryosections of immunostained E7.5 embryos. Boxes show regions displayed at higher magnification in adjacent panels. Arrowheads indicate ectopic SNAIL expression in epiblast cells exiting the epithelium. Sb, 25 μm. (**B**) Confocal optical sections of maximum intensity projection (MIP, Sb, 50 μm) and transverse cryosections of immunostained E6.5 *Rreb1*^-/-^ embryos. Dashed lines mark approximate plane of transverse section. Arrowhead marks ectopic SOX2 + cells leaving the epiblast and traversing the outer endoderm layer. Sb, 10 μm. (**C**) Schematic diagram illustrating how chimeras were generated. *Rreb1*^+/+^ or *Rreb1*^-/-^embryonic stem cells (ESCs) constitutively expressing an mCherry lineage label were injected into wild host E3.5 embryos. Embryos were then transferred to pseudopregnant host females and dissected for analysis at later developmental stages. (**D,E**) Sagittal (D i), lateral (D ii) and transverse (**E**) confocal optical sections of immunostained E7.5 chimeric embryos containing either *Rreb1*^+/+^ or *Rreb1*^-/-^ cells. Arrowheads mark abnormal SOX2 + cells, expressing higher levels of SOX2 than their neighbors, in the epiblast (yellow), primitive streak (blue arrowhead) or between the epiblast and visceral endoderm layers (white). Sb, 50 μm. High-magnification inset Sb, 25 μm. A, anterior; P, posterior; L, left; R, right; Endo, endoderm; Meso, mesoderm; Epi, epiblast; PS, primitive streak.

**Figure 6—figure supplement 1.**
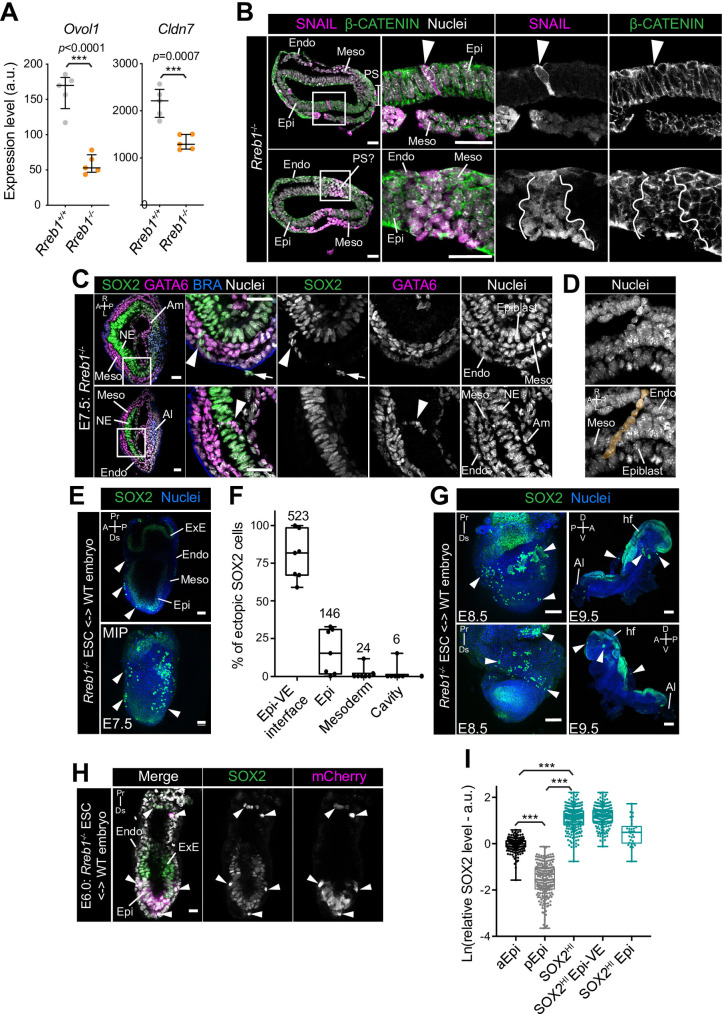
Loss of *Rreb1* promotes invasive cell behaviors. (**A**) Graph showing the expression level in arbitrary units (a.u.) of *Ovol1* and *Cldn7* from RNA-sequencing of individual *Rreb1*^+/+^ and *Rreb1*^-/-^ embryos. Each point represents a single embryo. ***p<0.001, unpaired *t*-test. Bars represent median and IQR. (**B**) Confocal optical sections showing transverse cryosections through immunostained embryos. Sb, 50 μm. In the *Rreb1*^-/-^ shown in the lower panel, SNAIL is expressed laterally on either side of the posterior epiblast rather than at the posterior pole. Thus, it is unclear whether this expression demarcates a primitive streak-like structure in this case (PS?). (**G**) Arrowheads indicate ectopic SNAIL expression in epiblast cells. White lines demarcate a region containing a large cluster of epiblast cells ectopically expressing SNAIL, which exhibit more punctate Beta-CATENIN localization than in surrounding SNAIL-negative epiblast cells. Pr, proximal; Ds, distal; A, anterior; P, posterior; L, left; R, right; Meso, mesoderm; Endo, endoderm; Epi, epiblast; PS, primitive streak. (**C**) Confocal optical sections of transverse cryosection of immunostained E7.5 *Rreb1*^-/-^ embryo. Arrowhead marks ectopic cells, in the upper panel, SOX2 + cells leaving the epiblast and traversing the outer endoderm layer and in the lower panel, GATA6 +mesoderm cells traversing the epiblast. Arrow marks SOX2 +debris on the outside of the embryo which may represent dead cells. Sb, 25 μm. (**D**) Images highlighting a chain of cells apparently exiting the epiblast and traversing the outer endoderm layer. Chain of cells is artificially colored in orange in lower panel. (**E**) Confocal sagittal optical section (upper panel) and maximum intensity project (MIP) (lower panel) of an immunostained E7.5 chimeric embryo containing *Rreb1*^-/-^ ESCs. Arrowheads indicate ectopic SOX2 + cells. Sb, 50 μm. (**F**) Graph showing the proportion of SOX2^HI^ cells localized inside the Epi, at the Epi-VE interface, mesoderm or amniotic cavity in E7.5 *Rreb1^-/-^* chimeric embryos. Data shown as the percentage of the total SOX2^HI^ cells analyzed per embryo in each location. Each point represents scoring for an individual embryo. Total number of cells per location is shown above each bar. For all box plots, top and bottom edges of boxes represent third and first quartiles, respectively (interquartile range, IQR). Middle lines mark the median. Whiskers extend to 1.5 * IQR. (**G**) Confocal MIPs of immunostained E8.5 (Sb, 100 μm) and 9.5 (Sb, 200 μm) chimeric embryos containing *Rreb1*^-/-^ ESCs. Arrowheads indicate ectopic SOX2 + cells. (**H**) Confocal sagittal optical section of a pre-gastrulation E6.0 chimeric embryo containing *Rreb1*^-/-^ ESCs. Arrowheads mark ectopic SOX2 + cells. mCherry marks ESC progeny. Sb, 25 μm. Boxes show regions displayed at higher magnification. Brackets mark primitive streak. (**I**) Quantification of SOX2 protein levels in arbitrary units (a.u.) in normal anterior (aEpi) and posterior (pEpi) Epi cells and SOX2 high (SOX2^HI^) cells in E7.5 *Rreb1^-/-^* chimeric embryos. Data shown relative to mean SOX2 levels within typical aEpi cells. Each point represents a measurement from an individual nucleus (n = 696 cells, ***p<0.0001). A, anterior; P, posterior; L, left; R, right; Pr, proximal; Ds, distal; Epi, epiblast; Endo, endoderm; Meso; mesoderm; PS, primitive streak; NE, neurectoderm; Am, amnion; Al, allantois; ExE, extraembryonic ectoderm.

**Figure 6—figure supplement 2.**
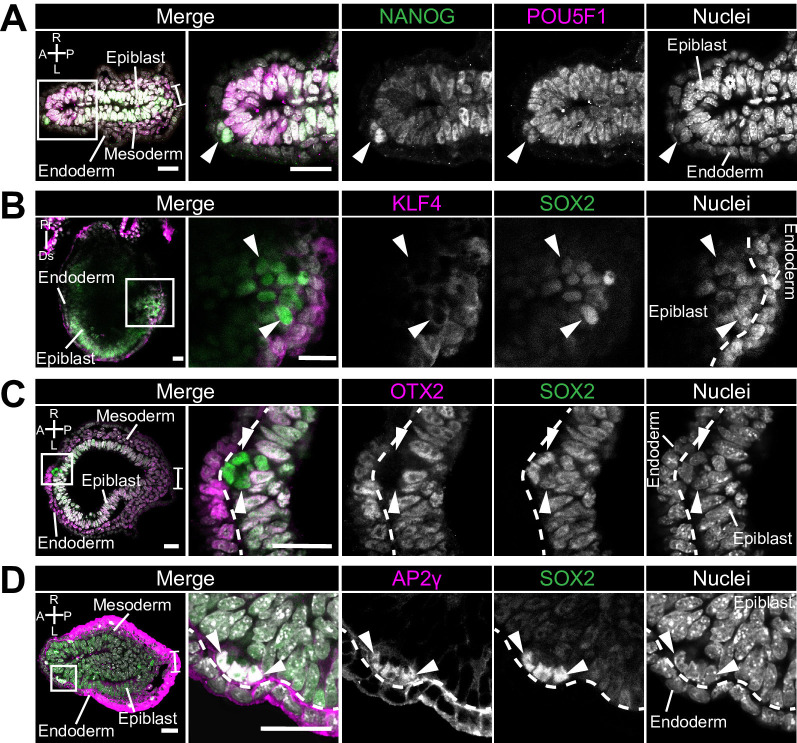
Ectopic cells in *Rreb1* chimeras have a PGC-like marker profile. (**A-D**) Confocal optical sections of transverse cryosections (**A, C, D**) and sagittal optical sections through E7.5 mouse chimeric embryos generated with *Rreb1*^-/-^ ESCs. Arrowheads highlight aberrant cells exiting the epiblast epithelium. Bracket marks the primitive streak. Dashed lines delineate the boundary between the epiblast and endoderm layers. A, anterior; P, posterior; L, left; R, right; Pr, proximal; Ds, distal. Sb, 50 μm.

These events were rare in the *Rreb1*^-/-^ mouse line, precluding a detailed analysis of the identity of aberrant cell populations. However, we frequently observed ectopic SOX2 + cells dispersed throughout chimeric embryos, where the embryonic epiblast-derived tissues are a mosaic of wild-type and mutant origin and extraembryonic tissues are wild-type (30/63, 48% of *Rreb1*^-/-^ chimeric embryos, Figure 6C–E, Figure 6—figure supplement 1E and 33–90 ectopic SOX2 + cells/per embryo). Abnormal SOX2 + cells were predominantly positioned between the epiblast and endoderm tissue layers and less commonly found within the epiblast, cavity, and wings of mesoderm (Figure 6—figure supplement 1F). These cells divided and persisted until later stages of development (Figure 6—figure supplement 1G) and were also observed at the onset of gastrulation (Figure 6—figure supplement 1H).

In chimeric embryos, ectopic cells expressed higher levels of SOX2 than those within the epiblast (Figure 6—figure supplement 1I), suggesting that their identity may be altered during exit from the epithelium. To investigate this, we performed immunofluorescence analysis of a panel of key markers expressed within embryos at this time. In addition to SOX2, ectopic cells expressed the pluripotency-associated factors NANOG and OCT4 (POU5F1) (Figure 6—figure supplement 2A). However, they did not express the epiblast marker OTX2 (Figure 6—figure supplement 2B). OTX2 is additionally expressed within the mesoderm and VE, hence its absence excluded the possibility that cells transdifferentiated toward these lineages. OTX2 blocks pluripotent cells from adopting a primordial germ cell (PGC) identity (Zhang et al., 2018). Therefore, we asked whether the absence of OTX2 correlated with an upregulation of PGC-associated genes. PGCs express a myriad of pluripotency factors, for example SOX2, NANOG, and OCT4, but not the naïve pluripotency marker KLF4. Ectopic SOX2 + cells did not express KLF4 (Figure 6—figure supplement 2C) but did express the PGC marker AP2γ (Figure 6—figure supplement 2D). In summary, *Rreb1*^-/-^ cells that ectopically exited the epiblast in chimeric embryos were SOX2^HI^NANOG + OCT4+OTX2- KLF4- AP2γ+, a profile found only in PGCs at this developmental stage. Thus, loss of *Rreb1* caused cells to ectopically exit the epiblast epithelium in early mouse embryos, correlating with a change in cell fate.

### Invasive cells in *Rreb1*^-/-^ chimeras are associated with a distinct ECM organization

In chimeric embryos, ectopic SOX2 + cells were of both wild-type and mutant origin (Figure 7A, Figure 7—figure supplement 1A), indicating that invasive-like behaviors were not driven solely by cell-autonomous properties, such as changes in the cytoskeleton and adherens junctions. Remodeling of the extracellular matrix (ECM) could promote invasive behaviors of both wild-type and mutant cells. We noted that many of the genes that were significantly altered in *Rreb1*^-/-^ embryos were associated with ECM and cell-ECM adhesion. For example, *Tff3* (Ahmed et al., 2012; Pandey et al., 2014), *Hpse* (Liu et al., 2019), *Slit1* (Gara et al., 2015), Spon1 (Chang et al., 2015), *Spock1*, and *Spock3* (Chen et al., 2016) are associated with increased cancer cell invasion and were upregulated in *Rreb1*^-/-^, and *Selenbp1* (Caswell et al., 2018; Schott et al., 2018) and *Serpin6b* (Chou et al., 2012) are tumor suppressor genes that were downregulated. Therefore, we asked whether the basement membrane underlying the epiblast was perturbed in *Rreb1*^-/-^ chimeras.

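Of the 8 genes named here, 3 were higher and 2 lower in *Rreb1*-/- embryos in limma. *Spon1*, a secreted matrix protein, rose from 403 ± 59.3 to 1065 ± 77.8 normalized counts (SD, n = 5 embryos each; log2 fold change 1.41, standard error 0.11, limma, adjusted p = 4.41e-05). The heparanase *Hpse*, which cleaves heparan sulfate in the matrix, rose from 85.4 ± 13.4 to 195 ± 44.4 (1.16, limma, adjusted p = 0.00564) and the proteoglycan *Spock3* from 15.4 ± 3.78 to 50.3 ± 13.4 (1.63, limma, adjusted p = 0.00425). *Selenbp1*, a selenium-binding protein, fell from 60.4 ± 9.56 to 17.7 ± 5.12 (−1.76, limma, adjusted p = 0.00194) and the protease inhibitor *Serpinb6b* from 311 ± 243 to 62.4 ± 23.9 (−2.07, limma, adjusted p = 0.0286). *Serpinb6b*, the gene given as *Serpin6b*, lies on the same chromosome as *Rreb1*, from 32965209 to 32979067, and lost its call without *Rreb1*+/+ replicate 2 or 5 or mutant replicate 3, 4 or 5 (limma, adjusted p = 0.0567 to 0.0686).

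*Spock1* stood at 29.3 ± 14.8 and 132 ± 103 (log2 fold change 1.92, limma, adjusted p = 0.0614) and passed without mutant replicate 5 (adjusted p = 0.0494), by edgeR (0.0482) and by DESeq2 (0.00133). *Tff3*, a trefoil peptide, stood at 5.21 ± 2.24 and 42.6 ± 62.6 (1.89, limma, adjusted p = 0.218), with mutant replicate 6 at 153 and the other mutants at 5.31 to 27.9, and passed by DESeq2 (0.00979). Adjusted over these 8 alone 6 were higher and 2 lower, and with the replicate block 4 and 2, *Slit1* being the addition. Genes named from these embryos are not independent evidence. Only *Spon1* of the 8 passed with the Y-linked sum as a covariate (limma, adjusted p = 0.0113), while *Hpse*, *Spock3*, *Selenbp1* and *Serpinb6b* had log2 fold changes of 1.18, 2.01, −1.71 and −1.18. Of 33 extracellular matrix genes in a list fixed beforehand, *Spon1*, *Spock3* and *Hpse* were higher and *Dag1*, a laminin receptor, was lower (7181 ± 731 to 5540 ± 710, limma, adjusted p = 0.0446; mutant replicate 5 at 6783, the other mutants at 5023 to 5430), against 4 and 1 when adjusted over the list alone. *Dag1* lost its call by edgeR (0.0507), after quantile normalization (0.0546), without *Rreb1*+/+ replicate 2, 3, 5 or 6 or mutant replicate 2, 3, 4 or 6 (adjusted p up to 0.105) and with all genes of at least 10 reads in total (0.0513). The median log2 fold change of the list was 0.05 (limma's camera, adjusted p = 0.205, 0.0416 without mutant replicate 4 and 0.767 with an estimated correlation).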

**Figure 7.**
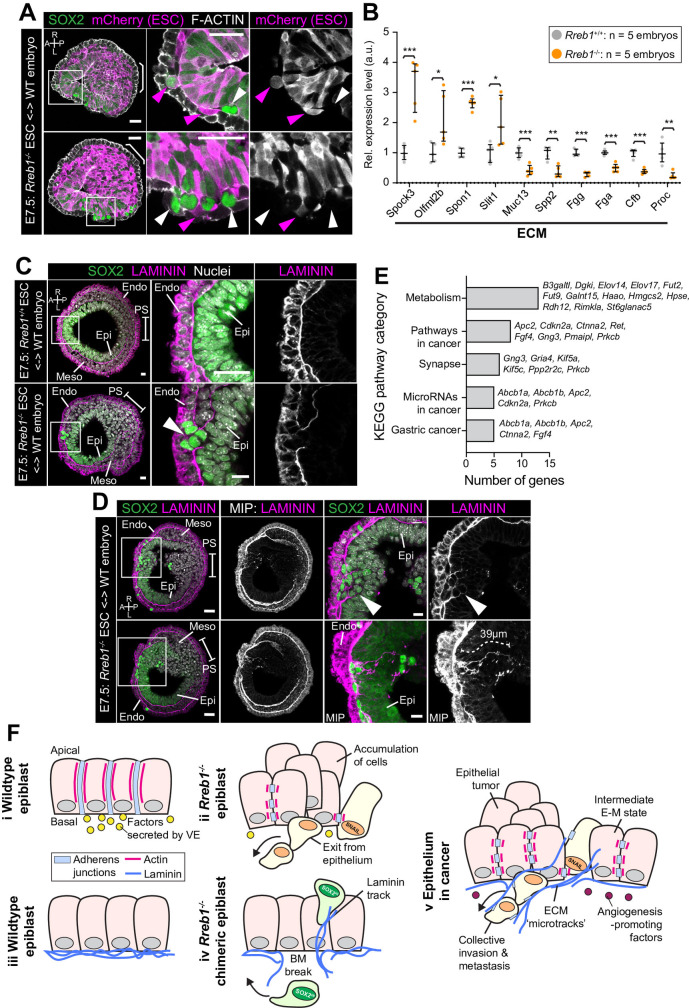
*Rreb1*^-/-^ chimeras exhibit changes in ECM organization. (**A,C,D**) Confocal images showing transverse cryosections of immunostained E7.5 chimeric embryos containing *Rreb1*^+/+^ or *Rreb1*^-/-^ cells. (**A**) Confocal optical sections of *Rreb1*^-/-^ chimeras. Cherry fluorescence is a constitutive lineage label marking the progeny of *Rreb1*^-/-^embryonic stem cells (ESCs) introduced into host embryos. Arrowheads mark ectopic SOX2 + cells derived from wild-type host cells (white) or from *Rreb1*^-/-^ cells (magenta). Sb, 25 μm. (**C**) Confocal optical sections of *Rreb1*^-/-^ chimeras. Arrowhead marks ectopic SOX2 + cells traversing a break in the basement membrane between the epiblast and outer visceral endoderm layer. Sb, 10 μm. (**D**) Confocal optical sections and maximum intensity projections (MIP) of *Rreb1*^-/-^ chimeras. Upper and lower panels are sections taken from the same embryo, 20 μm apart. Arrowheads mark invasive SOX2 + cells surrounded by Laminin. Dashed line marks the approximate line of measurement of the length of the adjacent Laminin track. Sb, 25 μm and 10 μm for high-magnification image. (**B**) Graph showing the relative expression level of a panel of ECM- associated genes from RNA-sequencing of individual *Rreb1*^+/+^ and *Rreb1*^-/-^ embryos. Each point represents a single embryo. Statistical analysis was performed using an Unpaired *t*-test (*p<0.05, **p<0.005, ***p<0.001). Bars represent median and IQR. Expression is shown relative to the mean expression in wild-type embryos. (**E**) Graph showing the top five results from KEGG pathway analysis of genes that were significantly upregulated in *Rreb1*^-/-^ versus *Rreb1*^+/+^ embryos. The genes associated with each category are shown on the graph. (**F**) Schematic diagram summarizing some of the key findings in this paper. i. In the wild-type epiblast epithelium of the mouse embryo, adherens junction components, such as E-CADHERIN, form continuous belts along cell junctions and F-ACTIN forms linear filaments that run parallel to these junctions. ii. In *Rreb1*^-/-^ embryos, there was a reduction in the expression of a cohort of factors secreted by the VE, which may alter the behavior of epiblast cells. Furthermore, we observed various phenotypes in the *Rreb1*^-/-^ epiblast epithelium including a more variable cell orientation compared to that of wild-type embryos, abnormal accumulations of cells, ectopic expression of the mesenchymal marker SNAIL, and chains of cells apparently exiting the epithelial layer. iii. The wild-type epiblast epithelium forms a Laminin basement membrane at its basal surface. iv. In contrast, in chimeric embryos that contain a mix of both wild-type and *Rreb1*^-/-^ cells, we observed cells of both genotypes traversing breaks in the underlying basement membrane which were then found ectopically throughout the embryo. Moreover, we observed the formation of long Laminin tracks closely associated with abnormal SOX2^HI^ cells. v. The cell behaviors observed in *Rreb1*^-/-^ embryos and chimeras are similar to those observed in cancer. For example, abnormal accumulations of epithelial cells are the basis of tumor formation, changes in cytoskeleton organization combined with a switch from linear to punctate E-CADHERIN and ectopic expression of mesenchymal markers characterizes an intermediate EMT state that is associated with collective invasion during cancer metastasis. Remodeling of the ECM into parallel fibers, known as ECM microtracks, facilitates collective cell invasion in cancer metastasis. Furthermore, the tumor microenvironment commonly show a change in the expression of secreted factors that promote angiogenesis. A, anterior; P, posterior; L, left; R, right; Pr, proximal; Ds, distal; Epi, epiblast; Endo, endoderm; ExE, extraembryonic ectoderm; Meso, mesoderm.

**Figure 7—figure supplement 1.**
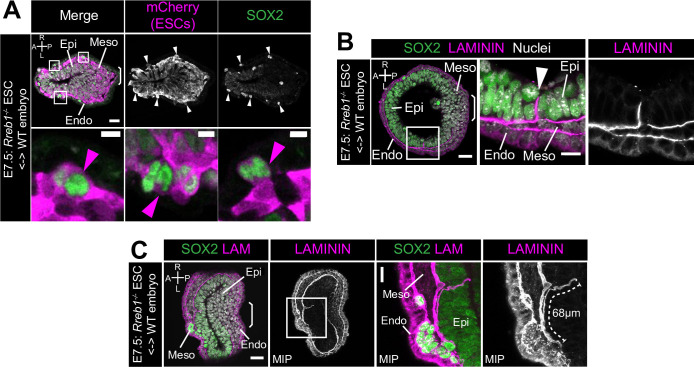
*Rreb1* chimeras display changes in ECM organization. (**A,C,D**) Confocal optical sections and maximum intensity projections (MIP) of transverse cryosections of immunostained E7.5 chimeric embryos containing *Rreb1*^-/-^ ESCs. Sb, 10 μm. (**A**) Cherry fluorescence is a constitutive lineage label marking the progeny of *Rreb1*^-/-^embryonic stem cells (ESCs) introduced into host embryos. Magenta arrowheads mark ectopic SOX2 + cells derived from *Rreb1*^-/-^ cells. (**C**) Arrowhead marks an ectopic break in the basement membrane in a lateral region of the embryo. (**D**) Dashed line traces the approximate line of measurement of the Laminin track. Boxes show regions displayed at higher magnification. A, anterior; P, posterior; L, left; R, right; Epi, epiblast; Endo, endoderm; Meso; mesoderm.

In wild-type chimeras, the basement membrane at the epiblast-VE interface is broken down in the posterior of the embryo at the primitive streak during gastrulation, as cells undergo an EMT (Figure 7C). In *Rreb1*^-/-^ embryo chimeras, the basement membrane was broken down at the primitive streak but also in anterior and lateral regions of the epiblast (Figure 7C, Figure 7—figure supplement 1B). SOX2 + cells were observed traversing these ectopic basement membrane breaks (Figure 7C). Furthermore, aberrant SOX2 + cells were surrounded by higher levels of Laminin than their neighbors and associated with Laminin tracks, up to 68 µm (approximately 7 cell diameters) in length (Figure 7D, Figure 7—figure supplement 1C). Thus, loss of *Rreb1* in the mouse embryo caused epiblast epithelial cells to cross the basement membrane underlying the epiblast epithelium, reminiscent of the invasive cell behaviors observed in cancer metastasis. These defects were associated with cell-autonomous changes in the cytoskeleton as well as non-cell-autonomous changes in the ECM. KEGG pathway analysis also revealed that the genes upregulated in *Rreb1*^-/-^ embryos were enriched for pathways associated with cancer, including ‘Pathways in cancer’, ‘MicroRNAs in cancer’, and ‘Gastric cancer’ (3/5 most enriched pathways, Figure 7E). Together these data suggest that the embryonic role of *Rreb1* may be functionally linked to its role in cancer (Figure 7F).

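Of the 10 genes printed for these pathways in Figure 7E, 7 were higher in *Rreb1*-/- embryos in limma and 0 were lower (0 at an unadjusted p under 0.05, 0 by edgeR and 0 by DESeq2). *Gng3*, a G protein gamma subunit, rose from 389 ± 120 to 1342 ± 121 normalized counts (SD, n = 5 embryos each; log2 fold change 1.83, standard error 0.18, limma, adjusted p = 0.000215). The drug efflux pump *Abcb1b* rose from 257 ± 52.3 to 826 ± 132 (1.69, limma, adjusted p = 0.000184) and its close copy *Abcb1a*, with which it may share reads, from 18.2 ± 7.30 to 63.5 ± 22.6 (1.79, limma, adjusted p = 0.0145). The kinase *Prkcb* rose from 103 ± 22.2 to 236 ± 33.3 (1.21) and the tumor suppressor locus *Cdkn2a* from 188 ± 43.4 to 386 ± 105 (1.02, limma, adjusted p = 0.0193). *Apc2*, a relative of the Wnt antagonist APC, rose from 59.2 ± 15.7 to 182 ± 83.6 (1.50, limma, adjusted p = 0.0292), and lost its call without any 1 embryo other than *Rreb1*+/+ replicate 6 and mutant replicate 2 (adjusted p = 0.0521 to 0.0742). The seventh gene, *Ctnna2*, is a catenin.

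The receptor tyrosine kinase *Ret* stood at 151 ± 27.2 and 329 ± 139 (1.03, limma, adjusted p = 0.0558) and passed with the replicate block (0.0192), without mutant replicate 5 (0.0207), by edgeR (0.0425) and by DESeq2 (0.00180). The growth factor *Fgf4* (122 ± 36.6 and 273 ± 147, limma, adjusted p = 0.239) passed by DESeq2 (0.0402), and the apoptosis gene *Pmaip1* (log2 fold change 0.77, limma, adjusted p = 0.444; 0.51 and 1.16 without mutant replicate 4 or 5) did not. Both were raised only in mutant replicates 2 to 4. There *Fgf4* stood at 341.9 to 413.3, against 95.7 and 135.6 in mutant replicates 5 and 6 and 73.5 to 173.7 in *Rreb1*+/+ embryos. *Pmaip1* stood at 2631.1 to 3268.5 there, against 546.4 and 778.1 in mutant replicates 5 and 6 and 659.4 to 1356.7 in *Rreb1*+/+ embryos. Adjusted over the 10 genes alone 9 were higher, and with the block 8, although genes picked from these embryos are not independent evidence. With the Y-linked sum as a covariate *Abcb1b* passed (limma, adjusted p = 0.0212), *Gng3* did not (log2 fold change 1.58, adjusted p = 0.0681), and *Abcb1a*, *Prkcb*, *Cdkn2a*, *Ctnna2* and *Apc2* did not (log2 fold changes of 0.43 to 1.97, adjusted p = 0.135 to 0.639). No set test was run, since the pathway sizes behind the figure were not used here.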

## Discussion

The transcription factor *Rreb1* is necessary for invertebrate development (Melani et al., 2008; Pickup et al., 2002; Wieschaus et al., 1984; Wilk et al., 2000) and is implicated in cancer (Ferrara and De Vanna, 2016; Hui et al., 2019; Kent et al., 2017; Li et al., 2018; Mukhopadhyay et al., 2007; Thiagalingam et al., 1996; Yao et al., 2019), suggesting that it plays critical contextual organismal functions. Despite this, we knew little about its role in mammalian development. Here, we demonstrated that *Rreb1* is essential for mouse embryo development. Loss of *Rreb1* resulted in disrupted epithelial architecture of both embryonic and extraembryonic tissues. These defects were consistent with the role of the *Drosophila* homolog of Rreb1, Hindsight (hnt), that regulates cell adhesion during invertebrate development (Melani et al., 2008; Pickup et al., 2002; Wilk et al., 2000). In *Rreb1*^-/-^ mutant embryos and chimeras, pluripotent epiblast cells fell out of their epithelial layer into the space between the epiblast and VE. These events were observed more frequently in chimeras versus *Rreb1*^-/-^ embryos hence, interactions between wild-type and mutant cells, such as differential cell adhesion between these genotypes, may promote invasive-like behaviors. In support of this hypothesis, mathematical models predict that populations with elevated cellular adhesion heterogeneity will exhibit increased tumor cell dissemination (Reher et al., 2017). Similarly, loss of hnt in the *Drosophila* retina caused cells to fall out of the epithelium into the underlying tissue layer (Pickup et al., 2002). Thus, Rreb1 is an evolutionarily conserved regulator of tissue architecture.

*Rreb1* homozygous mutant embryos die at midgestation due to a range of cardiovascular defects, including perturbed yolk sac vasculogenesis. These findings are consistent with previous studies that show that Rreb1 ±adult mice have smaller hearts and thickening of the cardiac wall (Kent et al., 2020). Moreover, the observed phenotypes are similar to those of VEGF pathway mutants (Carmeliet et al., 1996; Damert et al., 2002; Ferrara and De Vanna, 2016). Loss of *Rreb1* also led to increased expression of H2-Q2, a homolog of HLA-G that regulates VEGF expression through indirect mechanisms (Liu et al., 2020) as well as vasculogenesis and differentiation of blood lineages (Comiskey et al., 2003; Liu et al., 2020). As *Rreb1* functions downstream of, and regulates, receptor tyrosine kinase signaling, its role in vasculogenesis may be mediated via VEGF. Although *Rreb1* was not highly expressed by the yolk sac mesoderm, which will give rise to endothelial cells, it was robustly expressed by the overlying yolk sac endoderm (Figure 1—figure supplement 1G). The yolk sac endoderm secretes factors that regulate cardiogenesis, vasculogenesis, and hematopoiesis (Arai et al., 1997; Belaoussoff et al., 1998; Byrd et al., 2002; Damert et al., 2002; Dyer et al., 2001; Goldie et al., 2008; Miura and Wilt, 1969; Wilt, 1965). *Rreb1* mutants showed a significant downregulation of genes encoding secreted vasculogenesis-associated factors typically expressed by the VE, as well as genes involved in vesicular transport that form part of the secretory pathway. Thus, the role of *Rreb1* in embryonic vasculogenesis is likely mediated via paracrine interactions with the endoderm.

We previously showed that, in a cancer model, *Rreb1* directly binds to the regulatory region of *Snai1* in cooperation with TGF-β activated SMAD transcription factors to induce the expression of SNAIL, which drives EMT (Su et al., 2020). Furthermore, mouse embryos containing *Rreb1*^-/-^ cells exhibit an accumulation of cells at the primitive streak, consistent with a disrupted gastrulation EMT (Su et al., 2020). These data suggested that *Rreb1* may be required for EMT in both development and disease contexts. Nevertheless, both *Rreb1*^-/-^ chimeric (Su et al., 2020) and mutant embryos did not show a total block to EMT, with cells able to exit the epiblast at the PS and differentiate into the embryonic germ layers. This phenotype is similar to that observed in *Crumbs2* mutant embryos (Ramkumar et al., 2016) whereby the initial gastrulation EMT proceeds normally but over time, cells accumulate at the PS. This suggests temporally distinct EMT regulatory mechanisms in vivo with *Crumbs2* and *Rreb1* required for the later stages of this process.

Additionally, upon closer examination we found that loss of *Rreb1* disrupts epithelial architecture. We found that, in the mouse embryo, *Rreb1* is expressed not only in mesenchymal tissues, such as the primitive streak and mesoderm, but also within epithelial tissues such as the trophectoderm, VE and the notochord. Thus, Rreb1 does not drive EMT in all contexts. Likewise, in *Drosophila*, hnt exhibits context-dependent adhesion regulation. For example, loss of hnt in the trachea and retina disrupts epithelial architecture (Pickup et al., 2002; Wilk et al., 2000), while loss of hnt from border cells results in increased cell-cell adhesion (Melani et al., 2008). Thus, its function likely depends on the combination of factors and signaling activities present within any given cell where it is expressed.

Global transcriptional analysis of *Rreb1*^-/-^ embryos revealed that loss of *Rreb1* significantly alters the transcription of cytoskeleton-associated genes, including actin-binding proteins, microtubule components, and microtubule motor proteins. Rreb1 was also shown to directly bind to the loci of a number of cytoskeleton regulators in HEK cell lines (Kent et al., 2020). Furthermore, Hnt genetically interacts with and transcriptionally regulates cytoskeleton-associated genes, such as *chickadee* (*Profilin1*), which governs actin polymerization and depolymerization, the F-ACTIN crosslinker *karst* (*Alpha-actinin-1*), Actin-binding protein *jitterbug* (*Filamin A*), a microtubule motor *dynamitin* (*Dynactin2*) and *Rho1*, a GTPase that regulates cytoskeleton organization (Oliva et al., 2015; Wilk et al., 2004). While the specific factors downstream of *Rreb1* and hnt are distinct, these data suggest a conserved role in cytoskeleton regulation. The transcriptional changes in cytoskeleton regulators corresponded to a change in the organization of the cytoskeleton and adherens junctions whereby wild-type epiblast cell junctions displayed a continuous, linear arrangement of F-ACTIN, E-CADHERIN and Beta-CATENIN, while *Rreb1*^-/-^ exhibited a punctate localization. ACTIN interacts with cadherins (Han and de Rooij, 2017) and thus may directly influence their localization. The cytoskeleton mediates vesicular trafficking, which can also regulate E-CADHERIN localization (Aiello et al., 2018; Chen et al., 2003; Chung et al., 2014; Liang et al., 2015; Mary et al., 2002; Pilot et al., 2006; Sako-Kubota et al., 2014; Stehbens et al., 2006; Teng et al., 2005; Vasileva and Citi, 2018), and a large number of trafficking genes were upregulated in *Rreb1*^-/-^ embryos. Therefore, a combination of altered vesicle trafficking and/or direct changes in the cytoskeleton may regulate E-CADHERIN localization. As *Rreb1* is not expressed highly within the epiblast, these phenotypes could be due to a loss of low-level epiblast expression or an indirect effect of altered mechanical forces in the embryo stemming from perturbed EMT and, in mutant embryos, the VE. The expression of SNAIL and a number of other EMT and adhesion regulators is mechano-sensitive (Farge, 2003; Pukhlyakova et al., 2018; Zhang et al., 2016), and thus changes in the physical forces within the embryo could underpin ectopic SNAIL expression within a fraction of epiblast cells.

A reduction in ACTIN stress fibers enhances the motility and deformability of cells and is associated with an invasive phenotype in cancer (Grady et al., 2016; Han et al., 2020; Katsantonis et al., 1994; Suresh, 2007; Xu et al., 2012). Moreover, altered ACTIN organization (Gloushankova et al., 2017; Kovac et al., 2018) and punctate E-CADHERIN is indicative of an intermediate epithelial-mesenchymal state, which also correlates with weaker cell-cell adhesion and collective invasion in metastasis (Aiello et al., 2018; George et al., 2017; Jolly et al., 2015; Saitoh, 2018). In keeping with this, *Rreb1*^-/-^ cells displayed invasive phenotypes in vivo resulting in ectopic SOX2 +epiblast like cells positioned throughout chimeric embryos. However, ectopic cells were of wild-type and mutant origin indicating that not only cell-autonomous properties, such as cytoskeletal organization, but also cell non-autonomous mechanisms drive this behavior. *Rreb1*/hnt phenotypically interacts with and transcriptionally regulates ECM-associated factors such as *viking* (*Col4a1*), *Cg25c* (*Col4a2*), *Mmp2*, and *Adamts5* (Deady et al., 2017; Wang et al., 2017; Wilk et al., 2004). We also observed a change in the expression of ECM-associated factors in *Rreb1*^-/-^ embryos, some of which have been linked to changes in the metastatic potential of cells. Furthermore, KEGG pathway analysis of downregulated genes revealed that these were associated with the complement and coagulation cascades, which control a variety of processes, including ECM remodeling, and the corruption of this pathway is linked to cancer metastasis (Ajona et al., 2019). Thus, changes in ECM composition in *Rreb1*^-/-^ embryos may drive invasive behaviors. Ectopic SOX2 + cells were associated with abnormal breaks in the basement membrane, elevated levels of Laminin, and Laminin tracks. These ECM tracks are reminiscent of bundles of parallel Collagen fibers, referred to as ‘microtracks’, observed in cancer. Microtracks are generated through ECM remodeling by invasive leader cells, which subsequently facilitates the migration of less invasive cells within the tumor (Gaggioli, 2008; Gaggioli et al., 2007; Poltavets et al., 2018). Intriguingly, ectopic SOX2 + cells of wild-type origin were adjacent to *Rreb1*^-/-^ cells. Thus, *Rreb1*^-/-^ cells might perform a role comparable to leader cells in cancer metastasis, remodeling the ECM to permit migration of wild-type neighbors. HLA-G (H2-Q2) upregulation is also associated with metastasis and immune cell evasion (Liu et al., 2020) and, as a secreted factor, might also promote invasive behaviors in both wild-type and mutant cells.

In sum, we describe phenotypes and cell behaviors in *Rreb1* mutant mouse embryos reminiscent of those observed during cancer cell invasion, including loss of epithelial architecture, aberrant basement membrane breakdown, ECM remodeling, and ectopic exit of cells from an epithelium. The early mouse embryo is an experimentally tractable in vivo system to interrogate these phenotypes and thus, future studies of the function of *Rreb1* in development may also shed light on its role in metastasis and other diseases involving loss of epithelial integrity.

## Materials and methods

### Generation and maintenance of mouse lines

Mice were housed under a 12 hr light-dark cycle in a specific pathogen-free room in the designated facilities of MSKCC. Natural matings were set up in the evening and mice were checked for copulation plugs the following morning. The date of vaginal plug was considered as E0.5. Genotyping was carried out at the time of weaning. Mice were outbred to CD1 animals and maintained on a mixed bred CD-1/129 Sv/C57BL6/C2J background in accordance with the guidelines of the Memorial Sloan Kettering Cancer Center (MSKCC) Institutional Animal Care and Use Committee (IACUC).

To generate the *Rreb1*^LacZ^ reporter mouse line, in vitro fertilization was performed using C57BL/6N-A^tm1Brd^ Rreb1^tm1a(EUCOMM)Wtsi^/WtsiPh (RRID:IMSR_EM:10996) sperm obtained from the European Conditional Mouse Mutagenesis Program (EUCOMM). The Tm1a (knockout-first) allele was genotyped by PCR using the following primers: *Rreb1* 5’ arm: CTTCTGTCCCAGAAGCTACATTGC, *Rreb1* 3’ arm: GGACAACGGTCACTGAGAAGATGG, Lar3: CAACGGGTTCTTCTGTTAGTCC and the protocol: Step1–95°C for 3 min, Step 2–35x: 95°C for 30 s, 63°C for 30 s, 72°C for 30 s, Step 3–72°C for 3 min. This results in a wild-type allele amplicon band of 751 bp and a transgenic allele amplicon of 502 bp. Tm1a mice were then crossed with a Flp recombinase mouse line (Rodríguez et al., 2000) to remove the neomycin cassette and Exon 6, producing the Tm1b LacZ-tagged null allele. *Rreb1*^LacZ/+^ embryos were analyzed by X-gal staining to determine the *Rreb1* expression pattern.

*Rreb1*^-/-^ mutant mice were generated by CRISPR-mediated genetic knockout. The CRISPR gRNAs used for deleting exon 6 of the *Rreb1* gene were designed using the approach of Romanienko et al., 2016. The sequences of the guides are: crRNA#1: TATTATGAACTCCTCTGGAC, crRNA#2: AGTGTCTTCGAAAGAGCCAA, crRNA#3: CGTTACAACAAAGCACCCTT, crRNA#4: AGGAAAACTCGTAGTGGCAC. To initiate cleavage and subsequent deletion of the target locus in mice, guides were injected in pairs, either #1 and #3 or #2 and #4, into the pronuclei of mouse zygotes at a concentration of 50 ng/µl each, with 100 ng/µl purified Cas9 protein (PNABio, Newbury Park, CA), using conventional techniques (Behringer et al., 2014). Founder mice were analyzed for the deletion by PCR using the primers RREB2: GACACCTAGTCACCGAGGAAAC and RREB6: CTGTGGCAGATCTGGTAGGC. This primer pair is located outside of the gRNA cleavage sites, thereby revealing the size of the deletion based on the nucleotide length of the amplicon obtained. The wild-type amplicon size is 1019 bp. The deletion amplicons, if there had been a simple cut and rejoining, would be: Cr#1 and #3: 275 bp. Cr#2 and #4: 456 bp. Genotyping of the *Rreb1* locus was performed by PCR with primers RREB1_1: GTGACAGAGGGAACAGTGGG, RREB1_2: GACACCTAGTCACCGAGGAAAC, RREB1_3: GTGTCTGTGTTGTGCTGCA using the following protocol: Step1–94°C for 3 min, Step 2–35x: 95°C for 30 s, 64°C for 90 s, 72°C for 1 min, Step 3–72°C for 5 min, resulting in a 358 bp amplicon for the wild-type allele and a 275 bp amplicon for the mutant allele. *Rreb1*^-/-^ mice were embryonic lethal at midgestation but no peri-natal lethality was observed for *Rreb1*^-/+^ mice. Therefore, the *Rreb1* mouse line was maintained and *Rreb1*^-/-^ embryos were obtained through heterozygous *Rreb1*^-/+^ intercrosses.

### Generation of chimeric embryos

Approximately 10–15 *Rreb1*^-/-^ ESCs, described in Su et al., 2020, harboring a constitutive mCherry fluorescent lineage tracer were injected into E3.5 blastocysts (C57BL/6J, Jackson Laboratory, Bar Harbor, ME) as previously described (Su et al., 2020). Injected blastocysts were cultured in KSOM/AA (Millipore, Billerica, MA) at 37°C in an atmosphere of 5% CO2 to allow for recovery of blastocyst morphology and then implanted into the uterine horns (up to 10 embryos per horn) of E2.5 pseudopregnant females (C57BL/6J;CBA F1, Jackson Laboratory) using standard protocols. Chimeric embryos were recovered between E7.5-E9.5.

### Wholemount in situ hybridization

To produce the *Rreb1* riboprobes, RNA was isolated from pooled E12.5 CD1 mouse embryos using an RNeasy Plus Mini Kit (Qiagen, Hilden, Germany) and then used to generate cDNA with a QuantiTect Reverse Transcription Kit (Qiagen), as per manufacturer’s instructions. Primers (5’ UTR L: GGGCCTTTGTCTCATGCTCC, 5’ UTR R: CGCAGAATGTTTTCCTCAACAG) were designed against a unique 502 bp region within the *Rreb1* 5’ UTR and used to PCR amplify this fragment from E12.5 embryo cDNA. The PCR product was purified using a QIAquick PCR Purification Kit (Qiagen) and a TOPOTA Cloning Kit (K461020, Thermo Fisher Scientific) used to introduce the fragment into a pCRII-TOPO Vector and transformed into *E. coli*. Colonies were picked, expanded and the plasmid isolated for sequencing. A plasmid containing the correct sequence (5’-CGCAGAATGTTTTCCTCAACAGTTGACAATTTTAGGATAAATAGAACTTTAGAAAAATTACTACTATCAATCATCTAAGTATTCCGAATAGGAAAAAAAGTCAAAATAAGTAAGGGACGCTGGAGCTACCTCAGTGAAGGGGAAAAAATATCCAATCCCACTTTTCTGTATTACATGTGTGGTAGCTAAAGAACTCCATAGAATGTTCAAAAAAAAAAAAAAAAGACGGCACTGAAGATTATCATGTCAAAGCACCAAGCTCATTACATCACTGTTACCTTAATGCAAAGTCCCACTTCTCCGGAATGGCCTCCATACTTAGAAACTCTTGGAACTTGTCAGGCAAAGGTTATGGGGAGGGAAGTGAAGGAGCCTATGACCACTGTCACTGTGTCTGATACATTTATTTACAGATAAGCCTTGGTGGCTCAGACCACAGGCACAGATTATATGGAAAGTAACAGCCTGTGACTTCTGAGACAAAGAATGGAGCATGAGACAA-3’) was selected, linearized and the dual promoter system within the pCRII-TOPO Vector used to amplify and DIG label both a control sense and an antisense probe. Wholemount mRNA in situ hybridization was then carried out as previously reported (Conlon and Rossant, 1992).

### X-gal staining

X-gal staining of cells and embryos containing the *Rreb1*-LacZ reporter was performed using a β-Gal Staining Kit (K146501, Invitrogen, Waltham, MA) as per manufacturer’s instructions. Embryos and cells were fixed for 15 mins at room temperature followed by staining until the blue color was detectable (2–3 hr) at 37°C.

### Cell lines and cell culture

Cells were maintained in standard serum/LIF ESC medium (Dulbecco’s modified Eagle’s medium (DMEM) (Gibco, Gaithersburg, MD) containing 0.1 mM non-essential amino-acids (NEAA), 2 mM glutamine and 1 mM sodium pyruvate, 100 U/ml Penicillin, 100 μg/ml Streptomycin (all from Life Technologies, Carlsbad, CA), 0.1 mM 2-mercaptoethanol (Sigma, St. Louis, MO), and 10% Fetal Calf Serum (FCS, F2442, Sigma) and 1000 U/ml LIF) as previously described (Morgani et al., 2018a). C57BL/6N-A^tm1Brd^ Rreb1^tm1a(EUCOMM)Wtsi^/WtsiPh (RRID:IMSR_EM:10996) embryonic stem (ES) cell lines were used to analyze *Rreb1* expression and also converted to an epiblast stem cell (EpiSC) state through prolonged culture (more than five passages) in N2B27 medium containing 12 ng/ml FGF2 (233-FB-025, R and D Systems) and 20 ng/ml ACTIVIN A (120–14P, Peprotech, Rocky Hills, NJ), as previously described (Tesar et al., 2007). ES cells were routinely tested and found to be mycoplasma negative. They were validated by genotyping and used to generate germline transmitting mouse chimeras.

### Immunostaining

Cell lines were immunostained as previously described (Morgani et al., 2018a). Post-implantation embryos were fixed in 4% paraformaldehyde (PFA) for 15 min at room temperature (RT). Embryos were washed in phosphate-buffered saline (PBS) plus 0.1% Triton-X (PBST-T) followed by 30 min permeabilization in PBS with 0.5% Triton-X. Embryos were washed in PBS-T and then blocked overnight at 4°C in PBS-T, 1% bovine serum albumin (BSA, Sigma) and 5% donkey serum. The following day, embryos were transferred to the primary antibody solution (PBS-T with appropriate concentration of antibody) and incubated overnight at 4°C. The next day, embryos were washed 3 × 10 min in PBS-T and then transferred to blocking solution at RT for a minimum of 5 hr. Embryos were transferred to secondary antibody solution (PBS-T with 1:500 dilution of appropriate secondary conjugated antibody) and incubated overnight at 4°C. Embryos were then washed 3 × 10 min in PBS-T with the final wash containing 5 μg/ml Hoechst. Where F-ACTIN staining was performed, Alexa Fluor conjugated phalloidin (Thermo Fisher Scientific, Waltham, MA) was added to the primary and secondary antibody solutions at a 1:500 dilution.

### Antibodies

The following primary antibodies were used in this study: Beta-catenin (RRID:AB_397555, BD Transduction labs, Billerica, MA, 610154, 1:500), Brachyury (RRID:AB_2200235, R and D, AF2085, 1:100), CD31 (RRID:AB_394819, BD Biosciences, 553373, 1:100) CD105 (RRID:AB_354735, R and D Systems, AF1320, 1:100), E-cadherin (RRID:AB_477600, Millipore Sigma, U3254, 1:200), Endoglin (CD105) (RRID:AB_354735, R and D Systems, AF1320, 1:300), Flk-1 (RRID:AB_355500, R and D Systems, AF644, 1:200) Gata6 (RRID:AB_10705521, D61E4 XP, Cell Signaling, 5851, 1:500), GFP (RRID:AB_300798, Abcam, ab13970), Laminin (RRID:AB_477163, Millipore Sigma, L9393, 1:500), N-cadherin (RRID:AB_2077527, BD Biosciences, 610920, 1:200), Pecam-1 (RRID:AB_394819, BD Biosciences, 553373, 1:200), RFP (Rockland, Limerick, PA, 600-400-379, 1:300), Snail (RRID:AB_2191738, R and D Systems, AF3639, 1:50), Sox2 (RRID:AB_11219471, Thermo Fisher Scientific, 14-9811-82, 1:200), Sox17 (RRID:AB_355060, R and D Systems, AF1924, 1:100), ZO-1 (RRID:AB_87181, Invitrogen, 33–9100, 1:200).

### Cryosectioning

Embryos were oriented as desired and embedded in Tissue-Tek OCT (Sakura Finetek, Japan). Samples were frozen on dry ice for approximately 30 min and subsequently maintained for short periods at −80°C followed by cryosectioning using a Leica CM3050S cryostat. Cryosections of 10 µm thickness were cut using a Leica CM3050S cryostat and mounted on Colorfrost Plus microscope slides (Fisher Scientific) using Fluoromount G (RRID:SCR_015961, Southern Biotech, Birmingham, AL) and imaged using a confocal microscope as described.

### Confocal imaging and quantitative image analysis

Embryos were imaged on a Zeiss LSM880 laser scanning confocal microscope. Whole-mount embryos were imaged in glass-bottom dishes (MatTek, Ashland, MA) in PBS. Raw data were processed in ImageJ open-source image processing software (Version: 2.0.0-rc-49/1.51d).

Nuclei orientation (Figure 5—figure supplement 1E–G) was measured manually using Fiji (RRID:SCR_002285, Image J) software. Using the angle tool, we measured the angle between the long axis of individual epiblast nuclei and the underlying basement membrane, marked by Laminin staining on confocal optical sections of transverse cryosections. We measured the angle of 143 cells from 3 *Rreb1*^+/+^ embryos and 136 cells from 3 *Rreb1*^-/-^ embryos.

We quantified proliferation in *Rreb1*^+/+^ versus *Rreb1*^-/-^ embryos (Figure 5—figure supplement 1L) by manually counting the number of phosphorylated histone H3 (pHH3) positive cells in the epiblast, outer endoderm layer or wings of mesoderm in transverse cryosections of *Rreb1*^+/+^or *Rreb1*^-/-^ embryos. Initially, cell counts were also categorized as divisions in anterior versus posterior embryonic regions but, as no differences were observed, these data were subsequently combined. We performed counts on cryosections comprising three entire embryos per genotype. Data was analyzed as the absolute numbers of dividing cells per cell type. Additionally, we counted the total number of cells per cell type per section and normalized the number of dividing cells to this value to account for differences based on embryo or tissue size. Statistics were performed on a per embryo rather than a per cell basis.

The level of GFP in the VE of *Afp*-GFP; *Rreb1*^+/+^ and *Rreb1*^-/-^ embryos was quantified by manually selecting the embryonic and extraembryonic region of confocal maximum intensity projection images and measuring the mean fluorescence intensity using Fiji software.

Quantification of SOX2 protein levels (Figure 6—figure supplement 1F) were carried out on cryosections of *Rreb1*^-/-^ chimeric embryos containing cells expressing high levels of SOX2 (SOX2^HI^ cells) to determine the approximate fold change in protein level relative to normal surrounding cells. To make measurements, nuclei were manually identified using the freehand selection tool in Fiji software. Aberrant SOX2^HI^ cells could readily be distinguished from standard neighboring cells by their elevated signal after immunostaining for SOX2 protein. Mean fluorescence intensity of SOX2 immunostaining was measured within all SOX2^HI^ nuclei within a particular cryosection and an equivalent number of randomly selected nuclei with normal SOX2 expression within the anterior and posterior epiblast regions were measured. Mean SOX2 fluorescence intensity in each nucleus was normalized to the corresponding mean fluorescence intensity of the Hoechst nuclear stain. All data is shown relative to the mean SOX2 fluorescence intensity measured in ‘normal’ anterior epiblast cells of the same confocal optical section. A total of 8 embryos, 35 cryosections, and 696 cells were analyzed. Statistics were carried out on the average fluorescence levels per embryo.

The localization of SOX2^HI^ cells (identified manually from SOX2 immunostaining) (Figure 6—figure supplement 1G) was scored based on their location within confocal images of cryosectioned *Rreb1^-/-^* chimeric embryos. Scoring was carried out on 76 cryosections from seven independent embryos that contained high numbers of SOX2^HI^ cells. SOX2^HI^ cells were scored as being within the Epi itself, at the Epi-VE interface (outside of the epiblast epithelium), within the primitive streak or wings of mesoderm (mesoderm) or within the amniotic cavity.

### Statistics

Statistical analysis of significance was assessed using a one-way ANOVA (p<0.0001) followed by unpaired *t*-tests to compare particular groups (GraphPad Prism, RRID:SCR_002798, GraphPad Software, Inc, Version 7.0a).

### RNA-sequencing and data analysis

Frozen tissue was homogenized in TRIzol Reagent (ThermoFisher catalog # 15596018) using the QIAGEN TissueLyser at 15 Hz for 2–3 min with a Stainless-Steel Bead (QIAGEN catalog # 69989). Phase separation was induced with chloroform. RNA was precipitated with isopropanol and linear acrylamide and washed with 75% ethanol. The samples were resuspended in RNase-free water. After RiboGreen quantification and quality control by Agilent BioAnalyzer, 150 g of total RNA underwent polyA selection and TruSeq library preparation according to instructions provided by Illumina (TruSeq Stranded mRNA LT Kit, catalog # RS-122–2102), with 8 cycles of PCR. Samples were barcoded and run on a HiSeq 4000 in a 50 bp/50 bp paired**-**end run, using the HiSeq 3000/4000 SBS Kit (Illumina). An average of 47 million paired reads was generated per sample. The percent of mRNA bases averaged 67%.

The output data (FASTQ files) were mapped to the target genome using the rnaStar aligner (Dobin et al., 2013) that maps reads genomically and resolves reads across splice junctions. We used the two pass mapping method outlined in Engström et al., 2013, in which the reads are mapped twice. The first mapping pass uses a list of known annotated junctions from Ensemble. Novel junctions found in the first pass were then added to the known junctions and a second mapping pass is done (on the second pass the RemoveNoncanoncial flag is used). After mapping, we post-processed the output SAM files using the PICARD tools to: add read groups, AddOrReplaceReadGroups which in additional sorts the file and converts it to the compressed BAM format. We then computed the expression count matrix from the mapped reads using HTSeq (https://www.huber.embl.de/users/anders/HTSeq/doc/overview.html) and one of several possible gene model databases. The raw count matrix generated by HTSeq was then processed using the R/Bioconductor package DESeq (https://www.huber.embl.de/users/anders/DESeq/) which is used to both normalize the full dataset and analyze differential expression between sample groups. The data was clustered in several ways using the normalized counts of all genes that a total of 10 counts when summed across all samples; 1. Hierarchical cluster with the correlation metric (Dij = 1 - cor(Xi,Xj)) with the Pearson correlation on the normalized log2 expression values. 2. Multidimensional scaling. 3. Principal component analysis. Heatmaps were generated using the heatmap.2 function from the gplots R package. For the Heatmaps the top *100* differentially expressed genes are used. The data plot represents the mean-centered normalized log2 expression of the top 100 significant genes. We ran a gene set analysis using the GSA package with gene sets from the Broads mSigDb. The sets used were: Mouse: c1, c2, c3, c4, c5. Gene ontology analyses were performed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) Bioinformatics resource (Version 6.8) gene ontology functional annotation tool (http://david.abcc.ncifcrf.gov/tools.jsp) with all NCBI *Mus musculus* genes as a reference list. KEGG pathway analysis was performed using the KEGG Mapper – Search Pathway function (https://www.genome.jp/kegg/tool/map_pathway2.html). We performed a manual literature search to determine the proportion of significantly changing genes associated with cancer progression and metastasis.

### Accession numbers

The Gene Expression Omnibus accession number for the RNA-sequencing data reported in this study is GSE148514.

## Data Availability

Sequencing data have been deposited in GEO under accession codes GSE148514. Source data files for Figure 3 have been provided. The following dataset was generated: MorganiSMSuJNicholsJMassaguéJHadjantonakisA-K2020RNA-sequencing of Rreb1+/+ and Rreb1-/- embryonic day 7.5 mouse embryosNCBI Gene Expression OmnibusGSE148514 The following previously published datasets were used: Pijuan-SalaBGriffithsJAGuibentifCHiscockTWJawaidWCalero-NietoFJMulasCIbarra-SoriaXTyserRCVHoDLLReikWSrinivasSSimonsBDNicholsJMarioniJCGöttgensB2019Timecourse single-cell RNAseq of whole mouse embryos harvested between days 6.5 and 8.5 of developmentArrayExpressE-MTAB-6967 Pijuan-SalaBGriffithsJAGuibentifCHiscockTWJawaidWCalero-NietoFJMulasCIbarra-SoriaXTyserRCVHoDLLReikWSrinivasSSimonsBDNicholsJMarioniJCGöttgensB2019Single-cell RNA-seq of mouse endothelial cells from three distinct embryonic locationsArrayExpressE-MTAB-6970 Pijuan-SalaBGriffithsJAGuibentifCHiscockTWJawaidWCalero-NietoFJMulasCIbarra-SoriaXTyserRCVHoDLLReikWSrinivasSSimonsBDNicholsJMarioniJCGöttgensB2019Single-cell RNAseq of control chimeric mouse embryos at embryonic days 7.5 and 8.5 of mouse developmentArrayExpressE-MTAB-7324 Pijuan-SalaBGriffithsJAGuibentifCHiscockTWJawaidWCalero-NietoFJMulasCIbarra-SoriaXTyserRCVHoDLLReikWSrinivasSSimonsBDNicholsJMarioniJCGöttgensB2019Single-cell RNAseq of Tal1 knockout chimeric mouse embryos at embryonic day 8.5 of mouse developmentArrayExpressE-MTAB-7325 NowotschinSSettyMKuoY-YLiuVGargVSharmaRSimonCSSaizNGardnerRBoutetSCChurchDMHoodlessPAHadjantonakisA-KPe'erD2019The emergent landscape of the mouse gut endoderm at single-cell resolutionNCBI Gene Expression OmnibusGSE12304610.1038/s41586-019-1127-1PMC672422130959515 NowotschinSSettyMKuoY-YLiuVGargVSharmaRSimonCSSaizNGardnerRBoutetSCChurchDMHoodlessPAHadjantonakisA-KPe'erD2019The emergent landscape of the mouse gut endoderm at single-cell resolutionNCBI Gene Expression OmnibusGSE12312410.1038/s41586-019-1127-1PMC672422130959515

How the deposited data were processed for this re-analysis (not part of the article)

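RNA-sequencing was analysed for 10 single embryos at E7.5, 5 *Rreb1*+/+ and 5 *Rreb1*-/-, each a separate biological replicate with its own library. As the authors describe, reads were aligned with STAR, counted per gene with HTSeq and normalized with DESeq. The deposited signal of each gene in each embryo is therefore a read count divided by a size factor, on a linear scale, and is called a normalized count. Dividing each column by its smallest step gave whole numbers for 100% of the values (tolerance 0.1 read), and these recovered reads were used only for the fits with edgeR and DESeq2 and for the depth. The table holds 20974 genes, each with at least 15 reads over the embryos. In it 24 symbols had been turned into months by a spreadsheet, so genes were followed by their Ensembl identifiers. Genome positions were taken from GENCODE M21 (GRCm38) by gene identifier for 20884 genes (15565 of those tested), since the build and gene models used by the authors are not given in the sources used here.

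Genes with a mean of at least 15 in at least 1 genotype were tested (15603). The genotypes were compared on log2(normalized count + 1) with limma 3.58.1 (moderated t, with the variance following the mean) in R 4.3.3, and p-values were adjusted with the Benjamini-Hochberg method. Genes were called at an adjusted p under 0.05, and the study's thresholds added a 2-fold change. Named genes were also compared with an exact two-sided permutation test over the 252 arrangements of 5 and 5 embryos, whose smallest p is 0.00794. Fisher's exact test was used for the VE lists and for genes within 20 Mb of *Rreb1*. Gene lists (28) were tested with camera at its preset correlation of 0.01, and again with an estimated correlation and with fry. The lists were VE plasma proteins, VE lineage and uptake, anterior VE, complement and coagulation, blood, endothelium, parietal endoderm, epiblast and pluripotency, primitive streak and nascent mesoderm, extraembryonic and lateral mesoderm, extraembryonic ectoderm and trophoblast, neurectoderm, axial mesoderm and node, maternal tissue and immune cells, microtubule cytoskeleton, actin cytoskeleton, adherens and tight junctions, extracellular matrix, REST-repressed neuronal genes, p53 targets, interferon response, MHC class I, germline, EMT regulators, proliferation, ERK targets, Notch and Slit-Robo, and the VEGF pathway.

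Named genes were those the paper names, sex-linked genes, up to 4 called members of each list and the 10 largest log2 fold changes per direction. The last group was taken from genes whose values did not overlap between genotypes, which leaves out *Ddx3y*, *Uty* and *Xist*. The values of many of the paper's genes had been seen in its source data table. The lists, the tests and most alternatives were set before the data were examined. The alternatives were edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, TMM factors, quantile normalization, other pseudocounts and expression filters, an adjusted p under 0.01, the replicate number as a block, the log2 of the summed Y-linked counts as a covariate, tests without X and Y genes, and leaving out each embryo in turn. Added after the values were seen were the use of replicates 2 to 4 alone, of replicates 5 and 6 alone, the ratio of genotype means for single genes (for the counts it was set before), the test on held-out embryos, and for the p53 targets a Benjamini-Hochberg adjustment over the lists and a permutation test of the largest pooled t of any list. Embryos of the same replicate number in both genotypes resembled each other (correlation 0.253 to 0.459 after removing the genotype means, for 5 pairs), and the number was tried as a block. The likeness was not specific to the number, since only 3 of 10 embryos resembled their own number most. *Rreb1*+/+ replicate 5 and mutant replicate 6 had the highest correlation, 0.492. *Rreb1*+/+ replicate 6 and mutant replicate 5 had 0.400, and *Rreb1*+/+ replicate 3 and mutant replicate 4 had 0.383. Other pairs of unequal number were negative, down to −0.458 for *Rreb1*+/+ replicate 5 and mutant replicate 3.

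Chance groupings were examined with 100 splits of the embryos (seed 1), and bootstrap intervals rest on 10000 resamples. The procedure was tested on simulated data with 5 and 5 embryos, in which limma recovered 38.46% of genes changed 1.5-fold, 61.19% changed 2-fold and 92.31% changed 4-fold, with 7 false calls (5.263% of its calls), against 3.101% for edgeR and 18.97% for DESeq2. Depth was 31467767 to 35786876 counted reads per embryo. The imaging, the single-cell data that the paper draws on and its other experiments were not analysed here.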

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

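The test on held-out embryos and both corrections of the p53 test for the number of lists were chosen after the results were seen, and the other tests of this part before. Some 200 groups of 5 values were searched for an embryo far from the others (a gap of at least 0.71 of the range), and 14 were found, where chance gives about 1 in 20.

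*Rreb1*+/+ replicate 3 had 33317560 counted reads against 35382425 to 35786876 in the others (gap 0.836 of the range), and *Rreb1*-/- replicate 5 had 35446574 against 31467767 to 32511550 (0.738). For *Ppp1r17* mutant replicate 2 stood at 427 and the others at 99.4 to 178 (0.761). For *AK157302* *Rreb1*+/+ replicate 2 stood at 125 and the others at 211 to 235 (0.784). For *Fbp2* *Rreb1*+/+ replicate 6 stood at 219 and the others at 92.4 to 128 (0.718). For *Cfb* *Rreb1*+/+ replicate 2 stood at 56.6 and the others at 75.3 to 82.1 (0.733). *Proc* was 29.2 in mutant replicate 6 and 10.6 to 13.8 in the other mutants (0.828). *Tff3* was 153 in mutant replicate 6 and 5.31 to 27.9 in the other mutants (0.848). *Col4a1* was 25356 in *Rreb1*+/+ replicate 4 and 18242 to 20230 in the others (0.721). *Dag1* was 6783 in mutant replicate 5 and 5023 to 5430 in the others (0.768). *Xist* was 58036 in mutant replicate 2 and 39.3 to 61.3 in the other mutants (a gap of 1), and *Uty* was 0 there and 1059 to 1316 in the others (0.805). *Eif2s3y* and *Ddx3y* were each 0.955 in *Rreb1*+/+ replicate 4 and 0 in the other *Rreb1*+/+ embryos (a gap of 1 each), which is a single read.

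Genes of the parietal endoderm, a tissue dissected off for genotyping, had 1 of 12 members called (*Plat*, higher, the same count over the list alone) and a median log2 fold change of 0.24 (limma's camera, adjusted p = 0.04601, and adjusted p = 0.767 with an estimated correlation). The set missed the threshold by fry (0.427), at a mean of at least 50 (0.0549) and without *Rreb1*+/+ replicate 2 (0.0520), 3 (0.0625), 5 (0.0873) or 6 (0.0791) or mutant replicate 2 (0.199) or 6 (0.265).

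The number of called genes was set against the uneven sexes of the embryos. With the Y-linked sum as a covariate the 222 called autosomal genes had a median log2 fold change, in the direction of their call, of 1.51 (1.5119, 95% interval 1.4237 to 1.5596) against 1.40 without it, while the median standard error went from 0.230 to 0.402. In *Rreb1*-/- replicate 2, the mutant without Y-linked reads, 198 of 200 genes called without that embryo lay on the same side, by a median of 1.46 (1.35 to 1.56). These values are consistent with most of the autosomal differences not following sex. The question stays open, since only 1 mutant embryo lacked Y-linked reads and the genes were chosen for differing between the groups.

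Lower VE plasma protein genes could reflect less VE tissue in the mutants rather than lower expression within it. In that case lineage genes confined to the VE would fall alike. The medians of the lists differed by 0.4031 (95% interval 0.1934 to 0.8399), with the lineage list at 0.00 and the plasma proteins at −0.40. The lineage list as a whole therefore did not fall with the plasma proteins. This cannot decide whether the share of VE was smaller, since not all lineage genes are confined to the VE. The paper itself uses GATA6 and SOX17 to mark mesoderm and definitive endoderm. Whole-embryo counts also do not separate parts of the VE.

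Targets of p53, which the paper does not report on, were above the *Rreb1*+/+ level for 20 of 23 members, with a median log2 fold change of 0.28 (limma's camera, adjusted p = 3.74e-06, and adjusted p = 0.348 with an estimated correlation). Higher were *Trp53inp1*, which promotes cell death (976 ± 136 to 2062 ± 383), *Ccng1* (2027 ± 226 to 3314 ± 459), the receptor *Eda2r* (73.7 ± 36.5 to 215 ± 48.1) and *Zmat3* (1619 ± 118 to 2348 ± 363; SD, n = 5 embryos each), 10 when adjusted over the list alone and 6 with the replicate block, with 0 lower in limma (1 at an unadjusted p under 0.05, 0 by edgeR and 0 by DESeq2), and *Zmat3* lost its call without *Rreb1*+/+ replicate 4 or 6 or mutant replicate 2 or 4 (limma, adjusted p = 0.0512 to 0.0563). The mean of the list was higher in every mutant (9.73 to 10.12) than in any *Rreb1*+/+ embryo (9.42 to 9.56; exact permutation test, p = 0.00794, the smallest there is), which argues against chance as far as a test that leaves the replicate numbers aside can. Since the list was picked out of 28, the share of splits in which the largest pooled t of any list was as high was also taken, and it passed narrowly (exact permutation test, p = 0.0476), while a Benjamini-Hochberg adjustment of the exact p gave 0.0741 and could have passed only if at least 5 lists had reached the smallest p. The list also passed with the Y-linked covariate (limma's camera, adjusted p = 0.0116), but *Ccng1*, *Eda2r*, which is X-linked, and *Zmat3* lost their calls with it. Mutant replicate 2, without Y-linked reads, scored 9.83. Sex remains possible, since replicate 2 is the only such mutant. The median with the covariate was 0.3251 with an interval of 0.0277 to 0.5972, which holds the bound of 0.1 set for it.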

How the results depend on the processing

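The use of replicates 2 to 4 alone, of replicates 5 and 6 alone and of the ratio of genotype means for single genes was chosen after the results were seen. Of 94 named genes, 89 kept their direction and side of the threshold with edgeR, 84 with DESeq2, 92 after quantile normalization, 93 at a total of at least 10, 90 with the replicate block and 83 to 90 without 1 embryo. All that were tested did with TMM factors, pseudocounts of 0.5 and 5 and the filters at a mean of 15 overall or 50. The replicate block changed no call of a named gene beyond *Cfi*, *Slit1*, *Bmper* and *Ret*, and none of a list beyond anterior VE, endothelium and actin cytoskeleton. Far fewer did with the Y-linked covariate (39, with 52 weaker and 3 reversed), with replicates 5 and 6 alone (57) and with replicates 2 to 4 alone (74 of 92). *Xist* lost its call by edgeR and DESeq2, and the cause was not tested. *Gm7102* counts as lost by DESeq2 because DESeq2 gave no adjusted p for it. In the fits without 1 embryo *Xist* lost its call in 7, and *Ddx3y* and *Uty* in 9 each.

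The counts of genes lower and higher at the study's thresholds (63 and 179) were 64 and 194 by edgeR, 69 and 211 by DESeq2, 64 and 179 with TMM factors, 67 and 163 after quantile normalization, 93 and 217 with the block, and 46 to 75 and 153 to 165 without 1 embryo. They were 35 and 113 at an adjusted p under 0.01, a stricter threshold by construction. At the adjusted p alone (179 and 486), DESeq2 gave 428 and 785 and the block 356 and 716, and the cause was not tested. Without 1 embryo, the lower genes numbered 99 (without *Rreb1*+/+ replicate 5) to 207 (without mutant replicate 6), and 101, 112, 101 and 111 without *Rreb1*+/+ replicates 3, 4 and 6 and mutant replicate 4, with fewer embryos compared. DESeq2 also called 5 genes of the junction list, against 3, and all 8 matrix genes that the paper names, against 5. In the extracellular matrix list fixed beforehand it called 4 higher and 1 lower, against 3 and 1.

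Adding the Y-linked sum gave 18 lower and 63 higher genes at the thresholds and 24 and 83 at the adjusted p alone. It left 6 of the cytoskeleton genes and 1 of the matrix genes that the paper names, and 0 genes of the junction list. The odds ratio of the VE lists was 0, from a count of 0 among only 18 lower genes, which tests little, and the VE plasma protein list passed as a set (limma's camera, adjusted p = 0.00650), though without the covariate it did not with an estimated correlation (adjusted p = 0.384). *Ddx3y* reversed to a log2 fold change of −0.6379 and *Uty* to −1.0364, and both are part of the covariate. *Xist*, which is not part of it, reversed to 0.3332, and the cause was not tested. Replicates 2 to 4 gave 144 lower genes at the thresholds and 11 lists, with fewer embryos compared. Replicates 5 and 6, also with fewer embryos, gave 15 and 72 genes at the thresholds and 21 and 83 at the adjusted p alone. They left 7 of the cytoskeleton genes and 1 of the matrix genes that the paper names, and 1 gene of the junction list. Of the 28 lists 6 passed, against 0 with an estimated correlation, 3 by fry and 4 to 9 without 1 embryo. At this depth and number of embryos, limma recovered 38.46% of simulated 1.5-fold changes, so small differences can be missed, and genes with a mean under 15 in both genotypes were not tested.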

Differences from the paper's values

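The ratio of genotype means for single genes and the use of replicates 2 to 4 alone were chosen as alternatives after the results were seen, and the others here were set before the data were examined. Log2 fold changes are taken to differ where their signs differ or the gap exceeds the SD of the embryos, or 1.5-fold where an embryo under 3 normalized counts in a genotype that otherwise expresses the gene widens that SD. For *Xist* the paper's table gives −2.31829 and the value here was −8.139; edgeR and DESeq2 do not differ from the paper's value, and the others did (−10.1768 to 0.3332). For *Ddx3y* the paper gives 13.5923 and the value here was 9.0168; DESeq2 (13.1226) does not differ, and the others did. For *Eif2s3y* the values are 13.1324 in the paper and 8.8233 here, and again DESeq2 alone (12.6628) does not differ. For *Kdm5d* they are 11.5034 in the paper and 8.1561 here, and for *Uty* 10.6276 in the paper and 7.5354 here; for both genes edgeR and DESeq2 do not differ, and the others did. The log2 ratio of the genotype means, chosen for single genes after seeing the values, equals the paper's value for *Xist* (−2.32), *Ddx3y* (13.59), *Eif2s3y* (13.13), *Kdm5d* (11.50) and *Uty* (10.63), and together with limma's adjusted p it leaves out 49 of the 264 genes of the paper's table. For all genes of the table with both means above 0 that ratio lies within 4.88e-05 of the paper's value. *Tff3*, at 3.02988 in the table and 1.8926 here, lies within the SD of its embryos.

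The paper's text gives *Slit1* as downregulated beside *Jag2* and as upregulated among the matrix genes, and its table gives it as higher by 1.03331; it was higher here by 0.99, short of the threshold. Other genes that the paper names as changed and that limma did not call are *Cfi*, *Jag2*, *Bmper*, *Tff3*, *Spock1*, *Ret*, *Fgf4*, *H2-Q2* and *Pmaip1*. DESeq2 called all of these except *H2-Q2* and *Pmaip1*, and also *Slit1*, and edgeR called *Bmper*, *Spock1* and *Ret*. *H2-Q2* is also absent from the paper's own table in the copy used here. The replicate block (356 lower genes at the adjusted p alone) called *Cfi*, *Slit1*, *Bmper* and *Ret*, and the fit without mutant replicate 5 called *Bmper*, *Spock1* and *Ret*. Replicates 2 to 4 alone, chosen after seeing the values, called *Slit1*, *Bmper*, *Ret*, *Fgf4* and *Pmaip1*, and left out 94 of the 264 genes of the paper's table. The paper counts 65 lower and 200 higher genes, against 63 and 179 at the same thresholds.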

Other observations

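The test on held-out embryos was chosen after the results were seen, and the lists and the splits before. Among neurectoderm genes, the midbrain regulator *En1* was higher in *Rreb1*-/- embryos (29.0 ± 15.4 to 117 ± 26.6; log2 fold change 2.11, limma, adjusted p = 0.00666) and the neural progenitor filament *Nes* was lower (2004 ± 103 to 1127 ± 214; −0.85, limma, adjusted p = 0.00230; SD, n = 5 embryos each). These were the 2 of 12 members called, also over the list alone (1 higher and 2 lower with the replicate block), and *Nes* passed with the Y-linked sum as a covariate too (limma, adjusted p = 0.00356), but *En1* did not (log2 fold change 2.20, adjusted p = 0.158). The median of the list was −0.36 (limma's camera, adjusted p = 0.297, 0.0141 with that covariate and 0.844 with an estimated correlation). Of germline genes, *Rec8*, a meiotic cohesin, was higher (178 to 375, limma, adjusted p = 0.00337), 1 of 14 (2 higher and 1 lower over the list alone and with the block; median 0.19, limma's camera, adjusted p = 0.205). Interferon response genes had *Cxcl10* higher and *Ifi27l2b* lower (log2 fold change −1.26, limma, adjusted p = 0.0200) of 15, also over the list alone, with a median of 0.36 (limma's camera, adjusted p = 0.246, 0.0168 without mutant replicate 5, 0.0116 with the Y-linked covariate and 0.852 with an estimated correlation). *Ifi27l2b* lost its call without *Rreb1*+/+ replicate 3, 4 or 6 or mutant replicate 4 (limma, adjusted p = 0.0507 to 0.0590). REST-repressed neuronal genes had *Tubb3* and *Snap91* (50.4 to 94.0, limma, adjusted p = 0.0317) higher of 22, also over the list alone, with a median of 0.06 (limma's camera, adjusted p = 0.322). *Snap91* lost its call without any 1 embryo except *Rreb1*+/+ replicate 6 and mutant replicate 4 (limma, adjusted p = 0.0520 to 0.0839).

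Anterior VE genes had a median log2 fold change of 0.64 and 0 of 8 called by limma, also over the list alone (2 higher at an unadjusted p under 0.05, 0 by edgeR, 1 by DESeq2, 2 with the replicate block). As a set they gave an adjusted p = 0.0967 in limma's camera, 0.00860 with the block, 0.0177 at a total of at least 10, 0.0266 with the Y-linked covariate, 0.0168 without mutant replicate 5 and 0.0234 without mutant replicate 6, and 0.726 with an estimated correlation. Epiblast and pluripotency genes had 0 of 14 called (1 higher at an unadjusted p, 0 by edgeR, 1 by DESeq2, 1 with the block), a median of 0.17 and an adjusted p = 0.273 in limma's camera (0.0166 without mutant replicate 6 and 0.966 with an estimated correlation). Primitive streak and nascent mesoderm genes had 0 of 14 called (1 higher and 2 lower at an unadjusted p, 0 by edgeR, 1 lower by DESeq2, 2 higher with the block), a median of 0.42 and an adjusted p = 0.633 in limma's camera. Extraembryonic and lateral mesoderm genes had 0 of 11 called (2 higher at an unadjusted p, 0 by edgeR and DESeq2), a median of −0.02, a mean of −0.01 and a positive set test (limma's camera, adjusted p = 0.653, 0.0416 without mutant replicate 4 and 0.966 with an estimated correlation). Extraembryonic ectoderm and trophoblast genes had 0 of 15 called (1 in each direction at an unadjusted p, 0 by edgeR and DESeq2), a median of 0.08, a mean of −0.06 and a positive set test (limma's camera, adjusted p = 0.890). Axial mesoderm and node genes had 0 of 8 called (1 higher over the list alone, at an unadjusted p, by DESeq2 and with the block, 0 by edgeR), a median of 0.03, a mean of −0.05 and a positive set test (limma's camera, adjusted p = 0.669). Maternal tissue and immune cell genes had 0 of 4 called (0 at an unadjusted p, by edgeR and DESeq2), a median of −0.06, a mean of −0.08 and a positive set test (limma's camera, adjusted p = 0.93). Proliferation genes had 0 of 16 called (3 lower over the list alone, 5 at an unadjusted p, 0 by edgeR, 3 by DESeq2, 1 with the block), a median of −0.10 and an adjusted p = 0.13 in limma's camera (0.0459 without mutant replicate 4 and 0.767 with an estimated correlation). ERK target genes had 0 of 16 called (1 higher at an unadjusted p, 0 by edgeR and DESeq2), a median of −0.00, a mean of 0.02 and a positive set test (limma's camera, adjusted p = 0.890). The paper describes the mutants as delayed in development. Whether shifts of the tissue lists follow that delay was not tested, since no embryos of matched stage were compared.

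The genes *Snai1* (492 ± 105 and 601 ± 197), *Col4a1* (20473 ± 2819 and 24776 ± 9515), *Col4a2* (8809 ± 1595 and 10934 ± 4665) and *Mmp2* (1111 ± 213 and 1376 ± 565; SD, n = 5 embryos each), which the discussion takes up, were not called by limma (adjusted p = 0.582 to 0.674; 0 of 4 at an unadjusted p under 0.05, over these genes alone, by edgeR and by DESeq2), and *Adamts5* was too low to test.

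Chance was examined by splitting the 10 embryos otherwise. As many genes as at the study's thresholds (242) were called in 3 of 100 splits, the real one included, with a highest other value of 366 for *Rreb1*+/+ replicates 3 and 4 and mutant replicates 2 to 4 against the rest, which points to a structure of the samples by replicate. Among the 12 splits that part all pairs of equal number the highest other was 1. At the adjusted p alone the real split (665) was 1 of 100, with a highest other value of 560, and for lower VE genes it was also 1 of 100 (4 against 1). Embryos of equal number resemble each other, however, as do some of unequal number. The 12 splits that part all pairs of equal number (highest others 1 and 0 for these counts) are too few for a share under 0.05. The number of lists called cannot be told from chance. Of 100 splits, the real one included, 67 had 6 or more, and the highest other value was 17 (10 among those that part all pairs). A pass of a list in limma's camera is therefore weak evidence by itself. Alleles linked to the *Rreb1* locus would place called genes near it, but 2.066% of the 242 called genes lay within 20 Mb (5 genes, exact 95% interval 0.6742 to 4.755). The odds ratio was 1.48 (Fisher's exact test, p = 0.4). This ratio was 0.965 without mutant replicate 2 and 0.970 without *Rreb1*+/+ replicate 2. In the other direction it was 1.87 with the replicate block (Fisher's exact test, p = 0.0866) and 1.90 with a pseudocount of 5 (p = 0.144 in the same test). These values do not point to linkage as the source of most called genes. The called genes within the window include *AK157302*, the largest autosomal fall without overlap, and *Serpinb6b*. For these single genes the share cannot tell linkage from a response to the loss of *Rreb1*.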
